# Derepression of Y-linked multicopy protamine-like genes interferes with sperm nuclear compaction in *D. melanogaster*

**DOI:** 10.1073/pnas.2220576120

**Published:** 2023-04-10

**Authors:** Jun I. Park, George W. Bell, Yukiko M. Yamashita

**Keywords:** protamine, spermatogenesis, *Drosophila*

## Abstract

Across species, sperm maturation involves the dramatic reconfiguration of chromatin into highly compact nuclei that enhance hydrodynamic ability and ensure paternal genomic integrity. This process is mediated by the replacement of histones by sperm nuclear basic proteins, also referred to as protamines. In humans, a carefully balanced dosage between two known protamine genes is required for optimal fertility. However, it remains unknown how their proper balance is regulated and how defects in balance may lead to compromised fertility. Here, we show that a nucleolar protein, *modulo*, a homolog of *nucleolin*, mediates the histone-to-protamine transition during *Drosophila* spermatogenesis. We find that *modulo* mutants display nuclear compaction defects during late spermatogenesis due to decreased expression of autosomal protamine genes (including *Mst77F*) and derepression of Y-linked multicopy *Mst77F* homologs (*Mst77Y*), leading to the mutant’s known sterility. Overexpression of *Mst77Y* in a wild-type background is sufficient to cause nuclear compaction defects, similar to *modulo* mutant, indicating that Mst77Y is a dominant-negative variant interfering with the process of histone-to-protamine transition. Interestingly, ectopic overexpression of *Mst77Y* caused decompaction of X-bearing spermatids nuclei more frequently than Y-bearing spermatid nuclei, although this did not greatly affect the sex ratio of offspring. We further show that *modulo* regulates these protamine genes at the step of transcript polyadenylation. We conclude that the regulation of protamines mediated by *modulo*, ensuring the expression of functional ones while repressing dominant-negative ones, is critical for male fertility.

## Significance

Protamines are small, highly positively charged proteins that are required for packaging DNA to produce mature sperm with highly condensed nuclei capable of fertilization. Even small changes in the dosage of protamines in humans is associated with infertility. Our work reveals the presence of dominant-negative protamine genes on the Y chromosome of *Drosophila melanogaster* and shows that the precise expression of functional protamines and repression of dominant-negative protamines is a critical process to ensure male fertility.

In many species, spermatids undergo the process of nuclear compaction, an essential process to produce sperm that are capable of fertilization (1–3). Nuclear compaction is critical for the sperm’s hydrodynamic performance and protecting the paternal genome against mutagens (4–6). Nuclear compaction involves the dramatic chromatin reorganization mediated by the histone-to-protamine transition (1–5, 7, 8). Sperm nuclear basic proteins, also referred to as protamines, are small, positively charged proteins that replace histone-based nucleosomes to achieve the extreme degree of DNA compaction often seen in sperm (2). As such, these protamines are required for fertility across many different species (4).

Although protamines are essential for fertility, they are rapidly evolving across species (4, 9, 10), where the primary sequence, the number, and the functionality of protamine genes are not well conserved. For example, human and mouse protamine genes, *PRM1* and *PRM2,* are required for fertility (4, 6, 7), while *PRM2* has become nonfunctional in bulls and boars (4, 11). Closely related *Drosophila* species have independently evolved many different protamine-like genes (10): *Drosophila melanogaster* has *Mst35Ba* and *Mst35Bb* (also known as *ProtA* and *ProtB*), which are the most similar to mammalian *PRM1* and *PRM2* (3, 12, 13), as well as *Mst77F*, *Prtl99C*, and Y-linked multicopy *Mst77Y*, with evidence that several more uncharacterized genes may also be involved (14). In contrast, in *Drosophila simulans*, there is just one orthologous copy of the *ProtA/B* gene (*Prot*) as well as one ortholog each for *Mst77F* (*GD12157*) and *Prtl99c* (*GD21472*). *D. simulans* lacks *Mst77Y* (10, 14), but have evolved their own clade-specific genes that contain large regions of protamine sequences (*Dox* family genes), which are not present in *D. melanogaster* (15, 16). Surprisingly, while *ProtA* and *ProtB* are most similar to their mammalian counterparts, they are not required for fertility in *D. melanogaster* (12); instead, more divergent genes *Mst77F* and *Prtl99C* are essential (17–19). The potential function of the *D. melanogaster*-specific multicopy locus of *Mst77F* homologs (the *Mst77Y* genes) is unknown (20, 21).

Interestingly, it has been observed that mammals appear to feature their own species-specific ratios of protamine dosage (2, 11, 22, 23), and in humans, even small alterations in the ratio of *PRM1* and *PRM2* are associated with infertility (2, 23–26), suggesting that a specific balance of protamines is important for sperm DNA packaging. However, it remains unknown why carefully balanced protamine expression is important and how it is achieved to support fertility.

While studying *D. melanogaster modulo* mutants, we discovered that *modulo* transheterozygotic mutant causes misregulation of protamine genes. *modulo* mutant spermatids display decreased nuclear incorporation of protamine-like protein Mst77F and increased incorporation of its Y-linked homolog, Mst77Y, which is barely incorporated in the wild type, leading to a DNA compaction defect that explains the reported sterility of *modulo* mutant. Our data indicate that Mst77Y likely acts as a dominant-negative form of Mst77F, interfering with the process of histone-to-protamine transition. Interestingly, Mst77Y has disproportionate effects on spermatids carrying an X chromosome, leading to biased decompaction of X-bearing spermatid nuclei, although it does not lead to large effects on the sex ratio of offspring. We further find that *modulo* is involved in safeguarding polyadenylation of *Mst77F* transcript over that of the Y-linked *Mst77Y*. Our study reveals a mechanism of protamine gene expression mediated by *modulo*, balancing the correct ratio of protamine gene expression to ensure male fertility.

## Results

### *modulo* Mutant Is Defective in Sperm Nuclear Compaction.

Modulo is the *Drosophila* homolog of Nucleolin, a nucleolar protein implicated in RNA processing (27, 28). Although *modulo*-mutant males have been known to be sterile (27, 29), the cytological defects that lead to their sterility have not been characterized. We find that the *modulo* transheterozygote mutant (*mod  ^L8^*/*mod  ^07570^*) exhibits defects in nuclear morphology transformation during late spermiogenesis. In wild-type males, postmeiotic spermatid nuclei undergo well-documented morphological changes (1), from round spermatid stage, to “leaf” stage, to “canoe” stage, resulting in highly condensed “needle-” stage nuclei, which is accompanied by the histone-to-protamine transition (Fig. 1*A*). Although *modulo*-mutant germ cells proceeded through spermatogenesis normally, including early nuclear compaction (Fig. 1 *B* and *C*), the *modulo* mutant exhibited striking “decompaction” of the nuclei after reaching the canoe stage, coinciding with the individualization of spermatids (Fig. 1 *D* and *E*). Immunofluorescence (IF) staining using anti-dsDNA, which has been previously used to assess the compaction status of spermatid nuclei (30), revealed that defective spermatid nuclei of *modulo* mutant are indeed decompacted (Fig. 1 *F* and *G*). Decompacting nuclei are initially negative via Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL), a method used to identify DNA breaks that occur during apoptosis (Fig. 1 *H* and *I*), then become TUNEL positive (Fig. 1*J*), suggesting that decompaction is not the result of cell death, but may rather be a cause. Overall, 100% of the *modulo*-mutant testes exhibited a nuclear decompaction phenotype (Fig. 1*K*), and it appeared that all nuclei eventually become decompacted and die, filling the distal end of the testis with cellular debris (*SI Appendix*, Fig. S1 *A* and *B*). The eventual death of all sperm nuclei likely results in the entire lack of mature sperm in the seminal vesicles (*SI Appendix*, Fig. S1 *C* and *D*) and the *modulo* mutant’s known sterility.

**Fig. 1.**
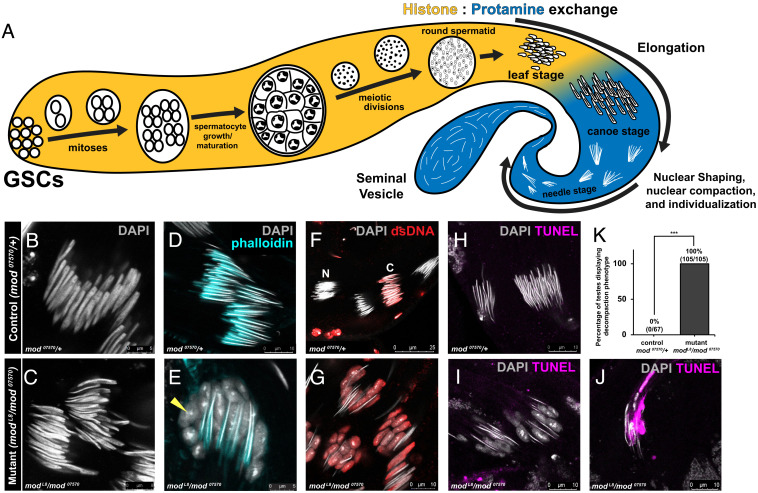
Sterility of *modulo* mutant is accompanied by defective spermatid chromatin compaction. (*A*) Schematic of spermatogenesis in *Drosophila* proceeding from germline stem cells to mature sperm. Proceeding from meiotic divisions onward, only nuclei are depicted. (*B* and *C*) Representative images of canoe-stage nuclei stained with DAPI (gray) in control males (*mod^07570^/+)* (*B*), and *modulo*-mutant males (*mod^L8^*/*mod^07570^*) (*C*). (*D* and *E*) Representative images at the stage shortly before individualization stained with DAPI (gray) and phalloidin (cyan, to visualize the individualization complex) in control males (*mod^07570^/+)* (*D*) and *modulo*-mutant males (*mod^L8^*/*mod^07570^*) (*E*). Although all nuclei eventually become decompacted in *modulo*-mutant males, individualization complex (marked by phalloidin staining) appears to be normally formed. Yellow arrowheads indicating decompacted nuclei. (*F* and *G*) Representative images of late canoe to needle stages stained with anti-dsDNA (red) and DAPI (gray) in control (*mod^07570^/+)* (*F*) and *modulo*-mutant males (*mod^L8^*/*mod^07570^*) (*G*). N: needle-stage spermatids that do not stain for dsDNA due to advanced DNA compaction, C: canoe-stage spermatids that are less compact and positive for anti-dsDNA staining. (*H*–*J*) Staining via Terminal deoxynucleotidyl transferase dUTP nick end labeling (TUNEL) (magenta) of needle-shaped spermatid cysts in control (*mod^07570^/+*) (*H*) and mutant (*mod^L8^/mod^07570^*) males without (*I*) or with (*J*) TUNEL signal. (*K*) Percentage of decompaction phenotype in *modulo*-mutant vs. wild-type males. *** indicates *P *< 0.001 (unpaired Student’s *t* test assuming unequal variances in five independent experiments). n (total number of testes counted per genotype) is presented on the bar graph.

### *modulo* Mutant Fails in Histone-to-Protamine Transition.

Because nuclear decompaction in the *modulo* mutant occurs at stages when sperm chromatin is known to undergo reorganization through the histone-to-protamine transition, we explored whether the *modulo* mutant is defective in this process. Histone-to-protamine transition occurs step wise: 1) histone modification and removal, 2) transition protein incorporation then removal, and 3) protamine incorporation (1). IF staining revealed that *modulo*-mutant spermatids undergo proper histone removal and transient transition protein incorporation (*SI Appendix*, Fig. S2 *A*–*F*), but fail to properly accumulate ProtA/B and Mst77F (Fig. 2 *A* and *B*). Moreover, using a specific antibody (*SI Appendix*, Fig. S3 *A* and *B*), we found that Mst77Y, Y-linked multicopy homologs of Mst77F (20, 21) (*SI Appendix*, Fig. S4*A*), strongly accumulated in *modulo-*mutant spermatid nuclei, whereas it was barely detectable in control (Fig. 2 *C*–*G*), suggesting that Mst77Y is aberrantly expressed in the *modulo* mutant. As the deletion of *Mst77F* and *ProtA/B* does not cause nuclear decompaction as severe as that of the *modulo* mutant (18), we infer that the incorporation of Mst77Y (in addition to the depletion of Mst77F and ProtA/B) causes the observed catastrophic nuclear decompaction seen in the *modulo*-mutant spermatids.

**Fig. 2.**
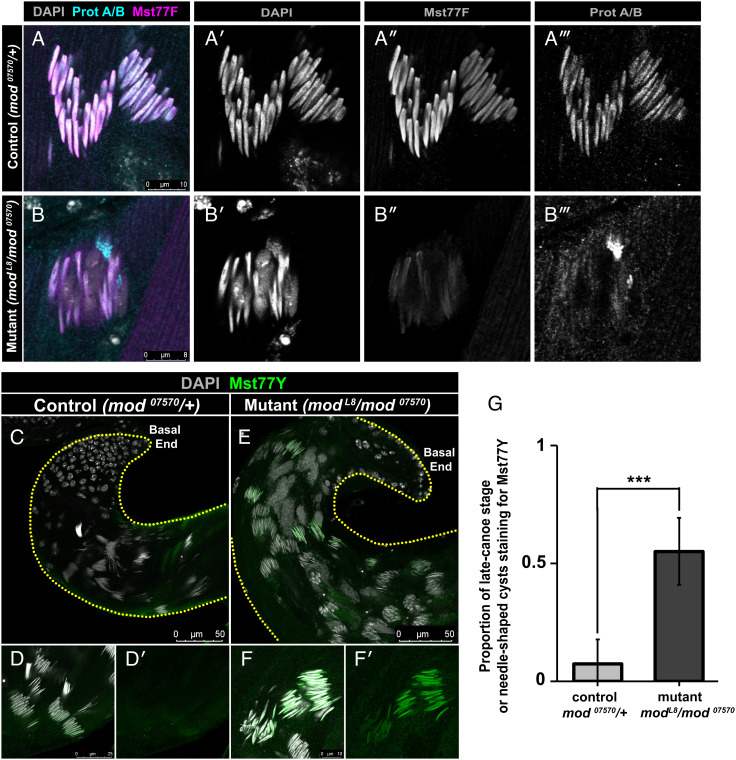
Nuclear decompaction in *modulo-*mutant spermatids is associated with decreased incorporation of Mst77F and increased incorporation of Mst77Y. (*A* and *B*) Representative images of late canoe-stage nuclei stained with DAPI (gray), anti-Prot A/B (cyan), and anti-Mst77F (magenta) in control (*mod^07570^*/+) (*A*) and mutant (*mod^L8^*/*mod^07570^*) (*B*) males. Split channel view of DAPI (*A'* and *B'*), anti-Mst77F (*A''* and *B''*), and anti-Prot A/B (*A'''* and *B'''*) in control (*A*) and mutant (*B*) males. (*C*–*F*) Representative images of canoe-stage and needle-stage spermatids at the basal end of testis stained with DAPI (gray) and anti-Mst77Y (green) in control (*mod^07570^*/+) (*C* and *D*) and mutant (*mod^L8^*/*mod^07570^*) (*E* and *F*) males. Split channel view of anti-Mst77Y in control (*D'*) and mutant (*F'*) males. Dotted lines outline the testis. (*G*) Proportion of canoe-stage cysts with nuclei positive for Mst77Y staining in mutant (*mod^L8^*/*mod^07570^*) vs. control (*mod^07570^*/+) males. *** indicates *P* ≤ 0.001 (unpaired Student’s *t* test assuming unequal variances) with n=10 testes in control and n=9 testes in mutant males from 2 independent experiments. Exact *P*-values are listed *SI Appendix*, Table S1.

### Ectopic Expression of *Mst77Y* Alone Is Sufficient to Cause Nuclear Decompaction.

The *Mst77Y* genes have several interesting features. First, the gene locus contains 18 copies of *Mst77F* homolog (*SI Appendix*, Fig. S4 *A* and *B*), which originated from a single event of *Mst77F* translocation to the Y chromosome, followed by gene amplification (20, 21). Second, many of the *Mst77Y* genes have mutations, which have resulted in changes in the position and number of critical arginine, lysine, and cysteine residues believed to be important for protamine function (4, 31). Other mutations have resulted in premature truncations (*SI Appendix*, Fig. S4*B*) (21). Note that anti-Mst77Y antibody was generated by using multiple peptides from Mst77Y that are distinct from Mst77F to increase specificity. The antibodies were also designed to be able to identify all copies of Mst77Y, which feature similar mutations and were tested to be able to identify both full-length Mst77Y (*Mst77Y-12*) and normally truncated Mst77Y (*Mst77Y-3*) (*SI Appendix*, Figs. S4 *B* and S5 *A*–*C*). Because *Mst77Y’s* mutations likely alter *Mst77F’s* normal function, we hypothesized that *Mst77Y* genes may function as a dominant-negative form of *Mst77F*. Accordingly, Mst77Y’s aberrantly high expression in the *modulo* mutant may interfere with the process of normal histone-to-protamine transition.

To test the possibility that the expression of *Mst77Y* causes the nuclear decompaction phenotype, we generated transgenic lines that express *Mst77Y* under a male germline-specific *tubulin* promoter (*β2-tubulin* promoter) (32–34). From the 18 copies of *Mst77Y* homologs present on the Y chromosome (20, 21) we generated two lines expressing either *Mst77Y-12* (a full-length version) or *Mst77Y-3* (a truncated version due to premature stop codon) (*SI Appendix*, Figs. S4*B* and S6), as the transcripts of these two genes have been previously detected by qRT-PCR (21). Strikingly, expression of either *Mst77Y-3* or *Mst77Y-12* recapitulated a nuclear decompaction phenotype similar to that seen in *modulo* mutant (Fig. 3 *A*–*D*): 45.7% and 43.2% of testes examined exhibited nuclear decompaction upon expression of *Mst77Y-3* or *Mst77Y-12*, respectively (Fig. 3*E*), suggesting that high *Mst77Y* expression is sufficient to cause nuclear decompaction in a subset of spermatids. Notably, in contrast to the eventual decompaction of all spermatids seen in the *modulo* mutant, *Mst77Y* overexpression alone does not cause sterility. We speculate that this might be due to the added effect of the decreased incorporation of Mst77F and ProtA/B, in addition to high Mst77Y incorporation, seen in the *modulo* mutant.

**Fig. 3.**
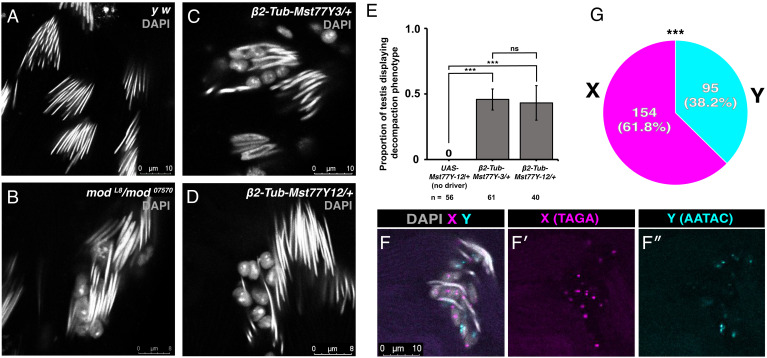
Mst77Y overexpression is sufficient to cause nuclear decompaction and causes biased decompaction of X chromosome-bearing spermatids. (*A*–*D*) Representative images of needle-stage nuclei stained with DAPI (gray) showing normal morphology in control (*y w*) (*A*), decompaction phenotype in *modulo-*mutant males (*mod^L8^/mod^07570^*) (*B*), transgenic males expressing Mst77Y-3 (truncated copy) (*C*) or Mst77Y-12 (full-length copy) (*D*) driven by *β2-tubulin* promoter. IF confirming overexpression shown in *SI Appendix*, Fig. S5 *A*–*C*. (*E*) Proportion of testes displaying decompaction phenotype in transgenic Mst77Y males. Control (*UAS–Mst77Y-12*/+) does not express Mst77Y-12 due to the absence of driver. *** indicates *P* ≤ 0.001 (unpaired Student’s *t* test assuming unequal variance), ns indicates *P* > 0.05, n = 56 testes in control, n = 61 testes in *β2-tub–Mst77Y-3/+* condition, n = 40 in *β2-tub–Mst77Y-12/+* condition from three independent experiments. (*F*) Representative images of DNA Fluorescence in situ hybridization of decompacted spermatids in Mst77Y-3-expressing males using TAGA-Cy3 (magenta, X-specific probe) (*F'*) and AATAC-Cy5 (cyan, Y-specific probe) (*F''*). (*G*) Percentage of decompacted haploid nuclei containing X chromosome vs. Y chromosome in Mst77Y-3-expressing males. *** indicates *P*(X ≥ 154) < 0.001 (exact binomial distribution) assuming *P* = 0.5 with n = 249 nuclei counted from three independent experiments. Exact *P*-values listed in Table S1.

Given that Barckmann et al. utilized the same promoter to overexpress autosomal *Mst77F* and did not observe such nuclear compaction defects during spermiogenesis (32) as we observed with *Mst77Y* overexpression, we infer that *Mst77Y* may act as a dominant-negative form, perhaps interfering with the function of *Mst77F* (*Discussion*). This notion is further supported by the fact that a truncated version (*Mst77Y-3*) also causes the decompaction phenotype. Indeed, spermatid cysts of transgenic males expressing *Mst77Y-3* exhibited uneven Mst77F staining, suggesting that some nuclei fail to accomplish proper Mst77F incorporation (*SI Appendix*, Fig. S5 *D* and *E*). It is important to note that the nuclear decompaction was most prominently observed when males were raised in 25 °C after their parents were raised at 18 °C (*Methods*). Interestingly, using DNA Fluorescence in situ hybridization (FISH) to distinguish X- vs. Y-bearing spermatids, we found that overexpression of *Mst77Y* results in biased demise of X-bearing spermatids, where 61.8% of decompacting nuclei were X-bearing, compared to only 38.2% being Y-bearing (Fig. 3 *F* and *G*). It is important to note that this bias is not due to differential efficiency of hybridization of X chromosome vs. Y chromosome DNA FISH probes: Leaf to canoe stage spermatids of control males (*SI Appendix*, Fig. S7 *A* and *B*), as well as leaf to canoe stage spermatids of *modulo*-mutant males (before they exhibit decompaction defects), exhibited ~50:50 ratio of X:Y signal (*SI Appendix*, Fig. S7 *C* and *D*), further suggesting that decompaction is biased toward X-bearing spermatids. However, a fertility assay revealed only a minor increase in the male progeny compared to sex chromosome–matched controls (51.8% vs. 47.8%, *P* = 0.0005) (*SI Appendix*, Fig. S8*A*). Likewise, only a small degree of sex ratio distortion was observed in *modulo* heterozygous mutant, compared to sex chromosome–matched control (*SI Appendix*, Fig. S8*B*) (*Discussion*).

Together, these results suggest that *Mst77Y* acts as a dominant-negative form of *Mst77F*, interfering with the incorporation of normal protamines and leading to spermatid nuclear decompaction.

### Modulo Promotes Polyadenylation of Autosomal *Mst77F* Transcript.

How does *modulo* regulate the expression of *Mst77F* and *Mst77Y*? Modulo protein is expressed in the nucleolus of spermatogonia and spermatocytes, but is down-regulated prior to the meiotic divisions (Fig. 4 *A* and *B*), days earlier than the stages in which its mutant phenotype manifests. Protamine genes are known to be transcribed many days prior to the sperm nuclear compaction process in both flies and mice (3, 32, 35). Interestingly, we found that *Mst77F* transcripts colocalize with Modulo in the spermatocyte nucleolus, while *Mst77Y* transcripts localize adjacent to the nucleolus (Fig. 4*C*). These results prompted us to examine whether *Mst77F* and/or *Mst77Y* transcripts may be deregulated in *modulo* mutant. Indeed, we found that *Mst77F* messenger RNA (mRNA) is dramatically reduced in *modulo* mutant, whereas *Mst77Y* mRNA was increased approximately threefold using qRT-PCR of polyA-selected RNA (Fig. 4*D*). However, when total RNA was used for qRT-PCR or total RNA sequencing, we found that both *Mst77F* and *Mst77Y* transcripts were increased in *modulo* mutant (Fig. 4*D* and *SI Appendix*, Fig. S9*A*). 

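Total RNA was purified from testes of males aged 1 to 3 days, depleted of ribosomal RNA and sequenced as read pairs. The control was heterozygous for a single *modulo* allele and keeps a wild-type copy, and the *modulo* mutant carries that allele over *mod L8*, with 3 replicates of each genotype. Each replicate was sequenced on 3 lanes. The authors deposited, for each lane, the read pairs they counted on each gene with featureCounts, without normalization. A pair that aligned to several positions was divided among them, so between 657 and 773 genes per lane had a fractional count. The lanes of a replicate were summed here and the sums rounded to whole numbers. The 3 control replicates had total counts of 90843583, 94915990 and 87119206, and the 3 mutant replicates 107435749, 98892227 and 90898270. Counts were normalized by edgeR's TMM method, and the 14059 genes with at least 10 counts in at least 3 of the 6 samples were tested with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. The standard error of a log2 fold change was taken as its size divided by the square root of the test's F statistic. With 3 samples against 3, an exact two-sided permutation test cannot give a p below 0.1. *modulo* itself (*mod*, FBgn0002780, chromosome 3R from 32052060 to 32054974, plus strand) was counted first as a check of the labels. Its normalized counts were 2063, 1963 and 2109 in the control replicates and 196, 182 and 121 in the mutant replicates. This is a log2 fold change of -3.62 (standard error 0.18, adjusted p = 4.13e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).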

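In the total RNA of *modulo* mutant testes, *Mst77F* (FBgn0086915, chromosome 3L from 20816901 to 20818027, minus strand) had 331762 ± 14911 normalized counts (SD, n = 3), against 223967 ± 17409 (SD, n = 3) in control. Its log2 fold change was 0.57 (standard error 0.094, adjusted p = 0.00427 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The *Mst77Y* copies share sequence with each other and with *Mst77F*, and the fractional counting could divide their reads, so the level of a single copy is uncertain. The 5 genes analysed here that carry the name *Mst77Y* in the annotation were therefore also summed into 1 feature before the test. The other Y-linked copies, which can share these reads and hold most of the counts, stayed outside this sum. The sum was 6627 ± 283 (SD, n = 3) in control and 10516 ± 180 (SD, n = 3) in *modulo* mutant, a log2 fold change of 0.67 (standard error 0.073, adjusted p = 0.000744 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For both features every mutant replicate was above every control replicate. With each replicate left out in turn, the log2 fold change stayed between 0.50 and 0.60 for *Mst77F* and between 0.64 and 0.70 for the sum. Of the alternatives set before the data were examined, adding *Mst77F* to the sum moved the summed value most, to 0.57. *Mst77F* has far more counts than the sum and so sets that value, which does not test the sum. Among the other such alternatives, scaling to total counts alone moved it most, to 0.61. All 18 copies on the assembled Y chromosome summed had a mean of 33087 normalized counts in control and a log2 fold change of 0.73. That sum and the ratios to *Mst77F* were chosen after the values were seen. Within the 3 pairs of same-numbered replicates, the log2 ratio of the 5 named genes summed to *Mst77F* rose in all 3, by a mean of 0.098 (standard error 0.025). Its 95% interval from -0.010 to 0.21 includes an unchanged ratio. For all 18 copies on the assembled Y chromosome summed, the ratio rose by 0.16, with a 95% interval from 0.076 to 0.24 within the pairs and from -0.017 to 0.34 without the pairing. For *Mst77Y-13* alone it rose by 0.23, and its interval lay above 0 both within the pairs, from 0.13 to 0.33, and without the pairing, from 0.11 to 0.35. For *Mst77Y-7* it changed by 0.15 (95% interval within the pairs from -0.054 to 0.35). For *Mst77Y-4* it changed by 0.0082 (from -0.041 to 0.057). Both of these intervals include an unchanged ratio. These counts do not give how much reads of *Mst77F* add to the rise of the sum. From the rise of both transcripts in total RNA, set against the fall of *Mst77F* in polyA-selected RNA, together with its RNA FISH and splicing results, the paper proposes that Modulo regulates these transcripts at the step of polyadenylation.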

RNA FISH, which visualizes total RNA, also confirmed the increase of both *Mst77F* and *Mst77Y* transcripts in *modulo* mutant (*SI Appendix*, Fig. S9*B*). Furthermore, total RNA-Seq and qRT-PCR did not detect any splicing defects of *Mst77F* or *Mst77Y* in *modulo* mutant (*SI Appendix*, Fig. S10). Collectively, these results suggest that Modulo specifically regulates transcripts of *Mst77F* and *Mst77Y* at the step of polyadenylation.

**Fig. 4.**
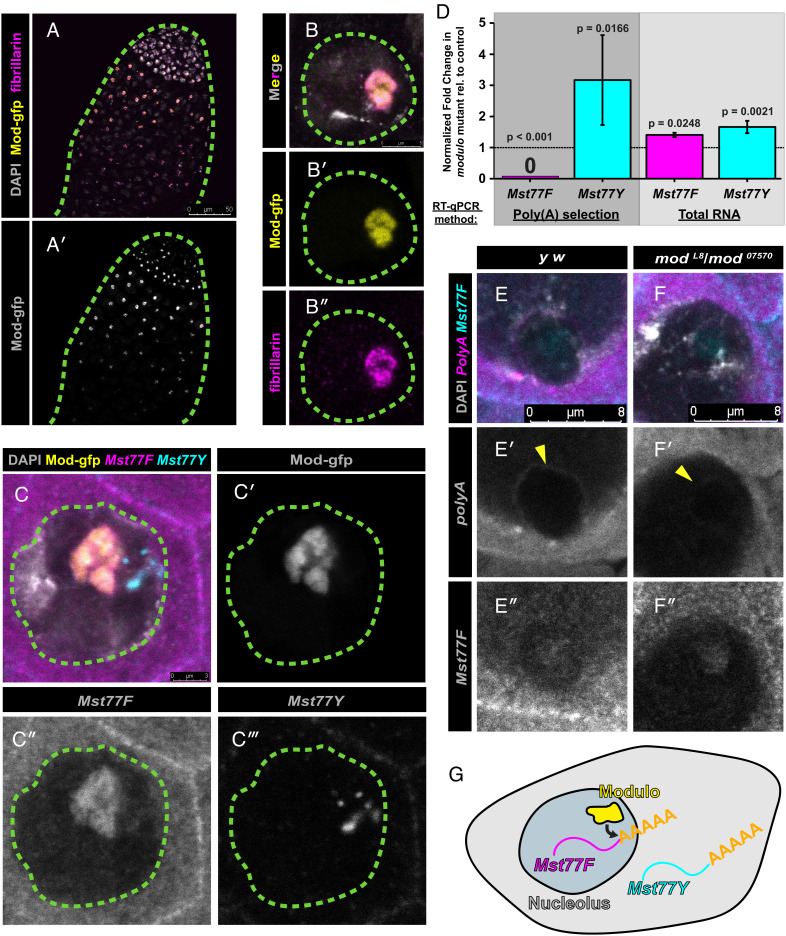
Modulo localizes to the nucleolus and functions to promote polyadenylation of *Mst77F*. (*A* and *B*) Localization of Modulo to the nucleolus in the apical tip of the testis (*A*) and in the spermatocyte nuclei (*B*). Males expressing Modulotagged with Green fluorescent protein (gfp) at the C-terminus (yellow) stained with anti-fibrillarin (magenta), a nucleolar marker, and DAPI (gray). Dotted lines outline the testis (*A*) and nucleus (*B*). (*C*) RNA FISH for *Mst77F* and *Mst77Y* transcripts in wild-type spermatocyte nucleus. DAPI (gray), Modulo–gfp (yellow), *Mst77F* (magenta), and *Mst77Y* (cyan). Split channel view of Modulo-gfp (*C'*), *Mst77F* transcript (*C''*), and *Mst77Y* transcript (*C'''*) in spermatocytes. Dotted lines outline the nucleus. (*D*) qRT-PCR following polyA selection (dark gray) or using total RNA qRT-PCR (light gray) in *modulo-*mutant males (*mod^L8^*/*mod^07570^*) vs. sibling control males *(mod*^07570^/+*)* assessing levels of *Mst77F* (magenta) and *Mst77Y* (cyan). Data were normalized to *Rp49* and control. Mean ± SD from three technical replicates is shown. *P*-values are listed (unpaired Student’s *t* test assuming unequal variance on untransformed ddct values). Similar results were obtained from two biological replicates. Primer locations are shown in *SI Appendix*, Fig. S11*A*. (*E* and *F*) RNA FISH for polyA (magenta) and *Mst77F* transcript (cyan) in control (*y w*) (*F*) vs. *modulo-*mutant males (*mod^L8^*/*mod^07570^*) (*E*), counterstained with DAPI (gray). Split channel view of polyA-containing transcripts (*E'* and *F'*) and *Mst77F* transcripts (*E''* and *F''*) in control (*E*) and mutant males (*F*). *Mst77F* probe was used to identify nucleolus. Yellow arrowhead indicates polyA-containing RNA-encircling nucleolus. (*G*) Model for Modulo function in the nucleolus.

Given that Modulo protein and *Mst77F* transcript colocalize in the nucleolus, we speculate that *Mst77F* is directly regulated by Modulo, whereas increased mRNA level of *Mst77Y* may be an indirect consequence of reduced functional *Mst77F* mRNA. Interestingly, RNA FISH using poly(T) probes revealed that poly(A) signal encircles the nucleolus in wild-type spermatocytes, whereas markedly less poly(A) was detected around the nucleolus in the *modulo* mutant (Fig. 4 *E* and *F*), further suggesting that *modulo* may function to facilitate polyadenylation of transcripts localized to the nucleolus. Our findings are consistent with the known importance of polyadenylation to sperm-specific transcripts, such as protamines, which must be translationally repressed for long periods(36–39). Taken together, these results suggest that *modulo* plays an essential role in sperm nuclear compaction by facilitating maturation of canonical *Mst77F* transcript over that of Y-linked *Mst77Y* (Fig. 4*G*).

## Discussion

The present study reveals a regulatory mechanism mediated by a nucleolar protein Modulo that balances the expression of protamine subtypes in *D. melanogaster*. This finding may represent a similar theme to what is seen in the fragile balance of *PRM1* and *PRM2* in mammalian fertility (2, 7, 24, 25). In the case of *Mst77Y*, Y-linked multicopy *Mst77F* homologs, our study suggests that they have the ability to act as dominant-negative protamines and thus must be carefully regulated/repressed. The present study also confirmed that *Mst77Y* genes are expressed as proteins as suggested previously by the finding that several of the copies contain complete open-reading frames (21) and is also consistent with small RNA sequencing revealing that the *Mst77Y* locus is not a source of small RNAs (40).

We showed that overexpression of Mst77Y dominantly interferes with Mst77F incorporation, leading to decompaction of sperm nuclei and their demise. *Mst77Y* genes feature differences from their autosomal homolog that further support the idea that they are dominant-negative versions of *Mst77F* and interfere with sperm chromatin compaction. Mst77Y-12, which retains the full ORF of *Mst77F* (*SI Appendix*, Fig. S4), exhibits 87% overall sequence homology to autosomal Mst77F. At the domain/motif level, the MST-HMG-box domain, suggested to be important for DNA binding (14), maintains 100% homology, while the coiled-coil motif and C-terminal domain maintain only ~79.5% and ~85% homology, respectively (*SI Appendix*, Fig. S6*B*). It has been shown that the N-terminal domain of Mst77F, which contains the coiled-coil motif, interacts with the C-terminal domain to induce multimerization to mediate DNA compaction (41). The changes to Mst77Y at important regions may thus influence the multimerization of protamines and the formation of proper sperm chromatin structure, by interfering with the ability of the canonical version to multimerize. The notion that Mst77Y behaves as a dominant-negative version of Mst77F is further supported by the fact that overexpression of Mst77Y-3, a truncated version which does not contain the C-terminal domain (*SI Appendix*, Fig. S6*B*), is still sufficient to cause defects in nuclear compaction (Fig. 3*C*).

What is the potential “function” of dominant-negative protamines? We propose a few nonmutually exclusive possibilities. First, dominant-negative protamines may participate in meiotic drive, as suggested by recent works in *D. simulans* (15, 16) as well as *D. melanogaster* (10). Indeed, our data suggest that Mst77Y has the ability to disproportionally affect X-bearing spermatids. While this did not result in a large sex ratio distortion in offspring (*SI Appendix*, Fig. S8), this ability to harm a subset of developing spermatids during postmeiotic development may indicate the possibility that these protamine variants could be exploited by a meiotic drive system to unleash its own selfish purpose. Intriguingly, studies on the Winters sex-ratio meiotic drive system in *D. simulans* revealed that the driver, *Dox,* contains a large portion of the *Protamine* gene (15, 16). While it has not been confirmed whether this protamine-like region is essential for sex ratio distortion, the derepression of *Dox* does seem to cause nuclear defects during spermiogenesis (42). We propose that a drive system that would be able to localize a dominant-negative protamine such as Mst77Y to a subset of spermatids containing one homolog over another could be quite successful at achieving bias. Alternatively, the dominant-negative version of a protamine may be utilized when spermatogenesis needs to be aborted (similar to the concept of “programmed cell death”), for example under stress conditions. In such a case, dominant-negative protamines (such as *Mst77Y*) can be up-regulated to lead to abortive spermatogenesis. In such a scenario, a dominant-negative protamine may have a beneficial function for the organism. Yet another possibility that may contribute toward the rapid divergence of protamines is that protamine genes evolve to optimally package the genome, which may be greatly influenced by the composition of the most abundant sequences in a given genome, i.e., repetitive DNA such as satellite DNA. As these repetitive sequences are known to rapidly diverge across species (43), protamine genes may have to adapt to accommodate diverged repetitive DNA sequences, leading to rapid divergence and/or emergence of multiple protamine genes to optimally package different repetitive DNA with distinct structure/sequence. In such a scenario, fine-tuning the expression of different protamine genes may be critical. Additionally, if any protamine genes have evolved to optimally package certain satellite DNA, conversion of such protamine into a dominant-negative version can immediately target the chromosome that harbors the given satellite DNA, leading to meiotic drive that selectively harms the specific chromosome. This possibility is intriguing as the *Segregation Distorter* (*SD*) meiotic drive system in *D. melanogaster* is known to target *Responder* satellite DNA repeats (44–46) and exhibits sperm nuclei decompaction similar to what is observed in this study (30). The possibility that dominant-negative protamines are involved in the decompaction of spermatid nuclei in the *SD* drive system remains to be studied.

Taken together, our study identified a mechanism by which various protamine variants are coordinately regulated at the posttranscriptional level, possibly to achieve balanced expression of multiple protamine variants. A similar mechanism may be at play to fine-tune the expression levels of protamine variants in human and mouse, disruption of which is associated with compromised fertility.

## Methods

### Fly Husbandry and Strains.

All fly stocks were raised on standard Bloomington medium at 25 °C, and young flies (1- to 3-d-old adults) were used for all experiments unless otherwise specified. Flies used for wild-type experiments were the standard laboratory wild-type strain *y w* (y^1^w^1^). The following fly stocks were used: *modulo^07570^*/TM3 [Bloomington Drosophila Stock Center (BDSC): 11795], *modulo^L8^*/*TM3* (BDSC: 38432), and C(1)RM/C(1;Y)6, *y^1^w^1^f^1^*/0 (BDSC: 9460). The *β2-tubulin* promoter sequence used for producing *Mst77Y* overexpression was generously provided by Peiwei Chen and Alexei Aravin.

The *Mst77Y* transgenic flies were generated by phiC31 site–directed integration into the Drosophila genome. For *UAS–Mst77Y-12*, *β2-tubulin–Mst77Y-3*, and *β2-tubulin–Mst77Y-12* transgenic lines, the *Mst77Y* overexpression sequences in *D. melanogaster* were synthesized by gene synthesis service from Thermo Fisher Scientific (GeneArt Gene Synthesis) and were cloned into *pattB* vector to insert into specific integration site on second chromosome (*attP40*) (*SI Appendix*, Fig. S5*C* and Table S2). All injection and selection of flies containing integrated transgene were performed by BestGene Inc. Because *UAS–Mst77Y-12* transgene was injected to the same host fly strain as *β2-tubulin–Mst77Y-3*, and *β2-tubulin–Mst77Y-12* transgenic lines, we used this (without *gal4* driver) as a “background-matched control.”

*Modulo–gfp* strain was constructed using CRISPR-mediated knock-in of a Green fluorescent protein (gfp)-tag at the C terminus of Modulo (Beijing Fungene Biotechnology Co.) (*SI Appendix*, Table S3).

### Sex Ratio Assay.

Individual 1-d-old males raised for at least one generation at 18 °C were crossed with 3× 1- to 3-d-old virgin *y w* females at 25 °C. After 1 d, males were removed. This was done to maximize the proportion of males exhibiting decompaction phenotype described in Fig. 3. Females were left to produce embryos for a total of 5 d before cleared. Following the onset of eclosion, sex of offspring was scored for 10 consecutive days.

### RNA Fluorescent In Situ Hybridization.

All solutions used were Rnase free. Testes from 1- to 3-d-old flies were dissected in 1X phosphate buffered saline (PBS) and fixed in 4% formaldehyde in 1X PBS for 30 min. Then, the testes were washed briefly in PBS and permeabilized in 70% ethanol overnight at 4 °C. For strains expressing gfp (i.e., Modulo–gfp), the overnight permeabilization in 70% ethanol was omitted. The testes were briefly rinsed with wash buffer (2X saline-sodium citrate (SSC), 10% formamide) and then hybridized overnight at 37 °C with fluorescently labeled probes in hybridization buffer [2X SSC, 10% dextran sulfate (sigma, D8906), 1 mg/mL *E. coli* transfer RNA (sigma, R8759), 2 mM vanadyl ribonucleoside complex (NEB S142), 0.5% Bovine serum albumin (BSA) (Ambion, AM2618), 10% formamide]. Following hybridization, samples were washed two times in wash buffer for 30 min each at 37 °C and mounted in VECTASHIELD with DAPI (Vector Labs).

Fluorescently labeled probes were added to the hybridization buffer to a final concentration of 100 nM. Poly(T) probes for recognizing Poly(A) sequence were from Integrated DNA Technologies. Probes against *Mst77F* and *Mst77Y* were designed using the Stellaris1 RNA FISH Probe Designer (Biosearch Technologies, Inc.) available online at www.biosearchtech.com/stellarisdesigner. Each set of custom Stellaris1 RNA FISH probes was labeled with Quasar 670 or Quasar 570 (*SI Appendix*, Table S4).

Images were acquired using an upright Leica TCS SP8 confocal microscope with a 63× oil immersion objective lens (NA = 1.4) and processed using Adobe Photoshop and ImageJ software.

### DNA Fluorescence In Situ Hybridization.

Testes from 1- to 3-d-old flies were rapidly dissected in 4% formaldehyde and 1mM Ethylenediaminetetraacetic acid (EDTA) in 1X PBS and then nutated for 30 min. Then, the testes were washed three times in 1X PBS containing 0.1% Triton-X (PBST) +1 mM EDTA for 30 min each. The testes were briefly rinsed with 1X PBST and then incubated at 37 °C for 10 min with 2 mg/mL Rnase A in PBST. Following Rnase treatment, samples were washed once in 1X PBST + 1 mM EDTA for 10 min. The samples were then briefly rinsed with 2X SSC + 1 mM EDTA + 0.1% Tween-20, and then washed three times in 2X SSC + 0.1% Tween-20 + formamide (20% for first wash, 40% for second, 50% for third) for 15 min each. The samples were then washed with 2X SSC + 0.1% Tween-20 + 50% formamide for 30 min. The samples were then incubated for 5 min at 95 °C with fluorescently labeled probes in hybridization buffer (2X SSC, 10% dextran sulfate, 50% formamide, 1 mM EDTA) and then transferred to 37 °C overnight. Following hybridization, the samples were washed three times in 2X SSC + 1 mM EDTA + 0.1% Tween-20 for 20 min each and then mounted in VECTASHIELD with DAPI (Vector Labs).

Fluorescently labeled probes were added to the hybridization buffer to a final concentration of 500 nM. Satellite DNA probes distinguishing X and Y chromosomes (AATAC)_6_-Cy5 for Y and (TAGA)_8_-Cy3 were from Integrated DNA Technologies.

### IF Staining.

Testes were dissected in 1X PBS, transferred to 4% formaldehyde in 1X PBS, and fixed for 30 min. The testes were then washed three times in 1X PBST for 20 min each followed by incubation with primary antibodies diluted in 1X PBST with 3% BSA at 4 °C overnight. Samples were washed three times in 1X PBST for 20 min each and incubated with secondary antibody in 1X PBST with 3% BSA for 2 h at room temperature. The samples were then washed three times in 1X PBST for 20 min each and mounted in VECTASHIELD with DAPI (Vector Labs).

The following primary antibodies were used: anti-fibrillarin (1:200, mouse; Abcam; ab5812), anti-Modulo (1:1,000, guinea pig; this study), anti-protamine A/B [1:200, guinea pig, gift of Elaine Dunleavy, Centre for Chromosome Biology, National University of Ireland, Galway, Ireland (47), anti-dsDNA (1:500; mouse,; Abcam; ab27156), anti-histone H3 (1:200, rabbit; Abcam; ab1791), anti-Mst77F (1:1,000; guinea pig, this study), anti-Mst77Y (1:500; rabbit, this study), anti-Tpl94D (1:500; rabbit, this study), and phalloidin-Alexa Fluor 546 or 488 (1:200; Thermo Fisher Scientific; A22283 or A12379). The Modulo antibody was generated by injecting a peptide sequence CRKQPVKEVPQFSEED[48-62] targeting the N-terminal end of Modulo in guinea pigs (Covance). The Tpl94D antibody was generated by injecting a peptide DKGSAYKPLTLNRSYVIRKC[96-114] in rabbits (Covance). The Mst77F antibody was generated by injecting multiple peptides (SKPEVAVTC[9-16], YKKSIEYVNC[22-30], CRSSEGEHR[112-119], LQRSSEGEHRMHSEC[110-123], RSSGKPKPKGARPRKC[169-183]) targeting sites in Mst77F, as indicated, differentiating it from Mst77Y in guinea pigs (Covance). The Mst77Y antibody was generated by injecting multiple peptides (IKPDVAVSC[9-16], SRKAIEYVKC[22-30], CRSIEAELR[112-119], KTSRKAIEYVKSD[20-32], CVSSLQRSIEAELR[107-119]) targeting sites of varying aa length in Mst77Y, differentiating it from Mst77F in rabbits (Covance). Alexa Fluor–conjugated secondary antibodies (Life Technologies) were used at a dilution of 1:200.

### qRT-PCR.

Total RNA was purified from *D. melanogaster* adult testes (75 pairs/sample) by Direct-zol RNA Miniprep (Zymo Research), with DNase treatment according to manufacturer’s protocol. One microgram total RNA was reverse transcribed following priming with either random hexamers or polyT using SuperScript III® Reverse Transcriptase (Invitrogen) followed by qPCR using Power SYBR Green reagent (Applied Biosystems). Primers for qPCR were designed to amplify mRNA or intron-containing transcript as indicated. Relative expression levels were normalized to Rp49 and control siblings. All reactions were done in technical triplicates with at least two biological replicates. Graphical representation was inclusive of all replicates and *P*-values were calculated using a *t* test performed on untransformed average ddct values. Primers used are described in *SI Appendix*, Fig. S11 *A* and *B*.

### Total RNA-Seq.

Total RNA was purified from *D. melanogaster* adult testes by Direct-zol RNA Miniprep (Zymo Research), with Dnase treatment. Quality of the indexed libraries was confirmed using an Agilent Fragment Analyzer and qPCR. Sequencing libraries were prepared with the KAPA RNA HyperPrep Kit with RiboErase. Samples were sequenced on a HiSeq 2500, producing 100 × 100 nt paired-end reads. The read pairs were mapped to the canonical chromosomes of the *D. melanogaster* genome (assembly BDGP6/dm6) using STAR 2.7.1a (48)*;* default parameters, except “—alignIntronMax 25000,” indexed with all FlyBase genes (FB2020_06 Dmel Release 6.37) and the option “—sjdbOverhang 100.” Gene counts were obtained using featureCounts (49); v 2.0.1, with “-M –fraction -p -s 2.” After summing gene counts for technical replicates, differential expression was assayed using DESeq2 v1.26.0 (50), with lfcShrink(type=”ashr”)). 

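The lanes were compared before they were summed. Within each replicate, the index of dispersion of a gene's counts over the 3 lanes, which is 1 for sampling noise alone, had a mean between 1.006 and 1.024 over the genes with at least 30 counts. Across the 3 control replicates its mean was 86.0, and across the 3 mutant replicates 239. The lanes thus differed by no more than about the sampling noise, and the replicates by far more. DESeq2 was run as an alternative on the same rounded sums (version 1.42.0, later than the version the authors used). It called 5210 genes at an adjusted p under 0.05, and 4449 of the 4547 genes that edgeR's quasi-likelihood test called were among them. After ashr shrinkage, the DESeq2 log2 fold change was 0.65 for the summed *Mst77Y* genes.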

RNA coverage across genes at nucleotide resolution was quantified with “bedtools coverage” (51) and scaled by the total number of reads mapped to genes.

### Statistics and Reproducibility.

Data are presented as mean ± SD unless otherwise indicated. The sample number (n) indicates the number of testes, nuclei, or male flies in each experiment as specified in the figure legends. We utilized two-sided Student’s *t* test to compare paired or independent samples, as applicable and is specified in the figure legends. We calculated probability using exact binomial distribution with parameters specified in Fig. 3*G* legend. No statistical methods were used to predetermine sample sizes. The experimenters were not blinded to the experimental conditions, and no randomization was performed. All the statistical details of the experiments are provided in the main text and legends. *P*-values are listed either in figure, figure legends, or *SI Appendix*, Table S1.

## Supplementary Material

Appendix 01 (PDF) Click here for additional data file.

## Data Availability

Sequencing data is available at National Center for Biotechnology Information Gene Expression Omnibus under accession GSE214456 (52). All other data are included in the manuscript and/or *SI Appendix*.

# Supplementary material for: Derepression of Y-linked multicopy protamine-like genes interferes with sperm nuclear compaction in D. melanogaster
**Source:** Proc Natl Acad Sci U S A. 2023 Apr 10;120(16):e2220576120. doi: 10.1073/pnas.2220576120
**Supplement:** Supplementary file 1 — Appendix 01

# Supplementary figures and tables

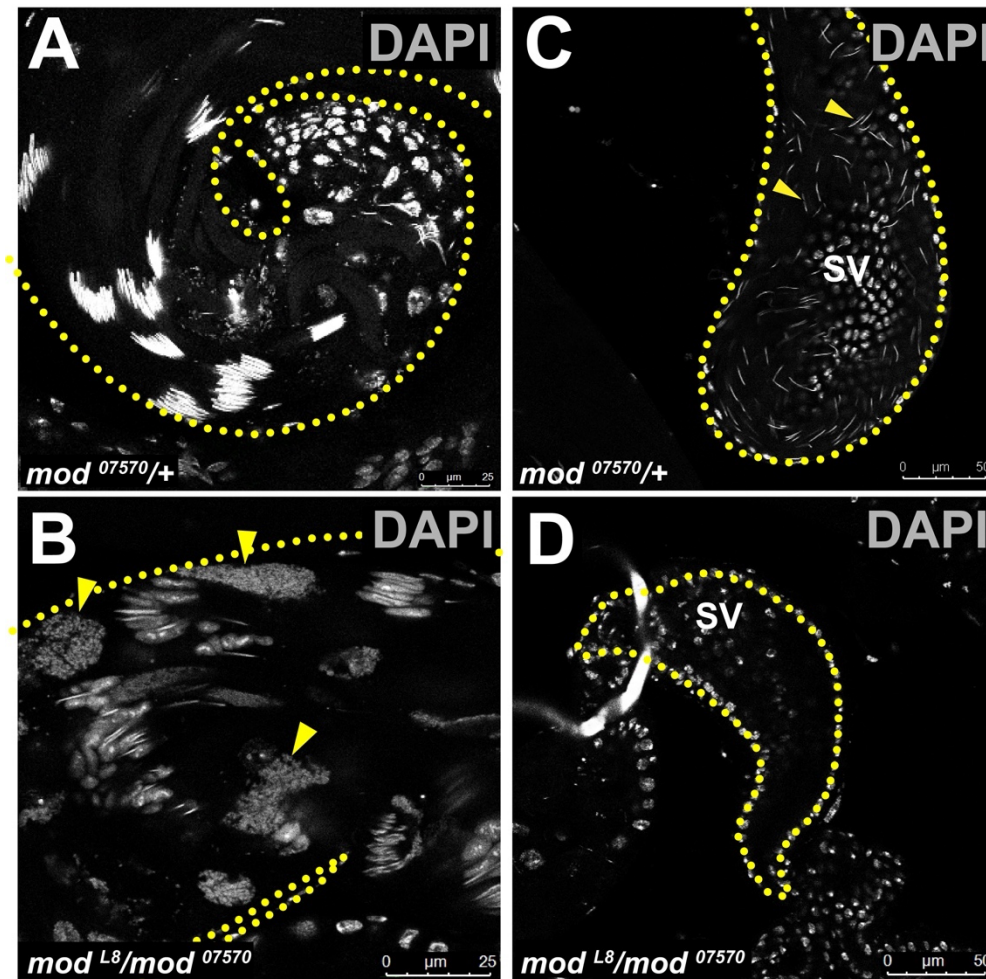

**Fig. S1. *modulo* mutant results in sterility with complete spermatid demise and empty seminal vesicles.**

A, B) Representative images of the testis basal end of control (*mod*<sup>07570/+</sup>) (A) and mutant (*mod*<sup>L8/mod</sup><sup>07570</sup>) (B) males. Arrowheads pointing to widespread DAPI-positive debris present in *modulo* mutant. DAPI (grey). Dotted line outlines the testis basal end (A, B)

C, D) Representative images of seminal vesicle of control (*mod*<sup>07570/+</sup>) (C) and mutant (*mod*<sup>L8/mod</sup><sup>07570</sup>) (D) male. 'SV' indicating seminal vesicle. DAPI (grey). Dotted line outlines the seminal vesicle (C, D).

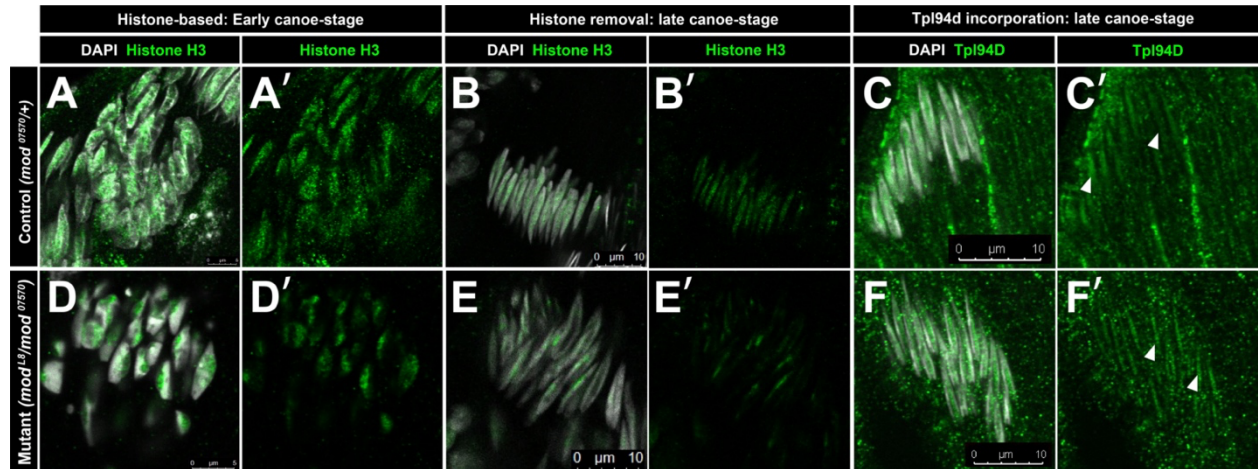

**Fig. S2. *modulo* mutant proceeds normally through early stages of histone-to-protamine transition**

A-F) Representative images of control (*mod<sup>07570/+</sup>*) (A-C) and mutant (*mod<sup>L8/mod<sup>07570</sup></sup>*) (D-F) spermatids undergoing appropriate histone (green) (A', B', D', E') removal and transition protein incorporation (green) (C', F').

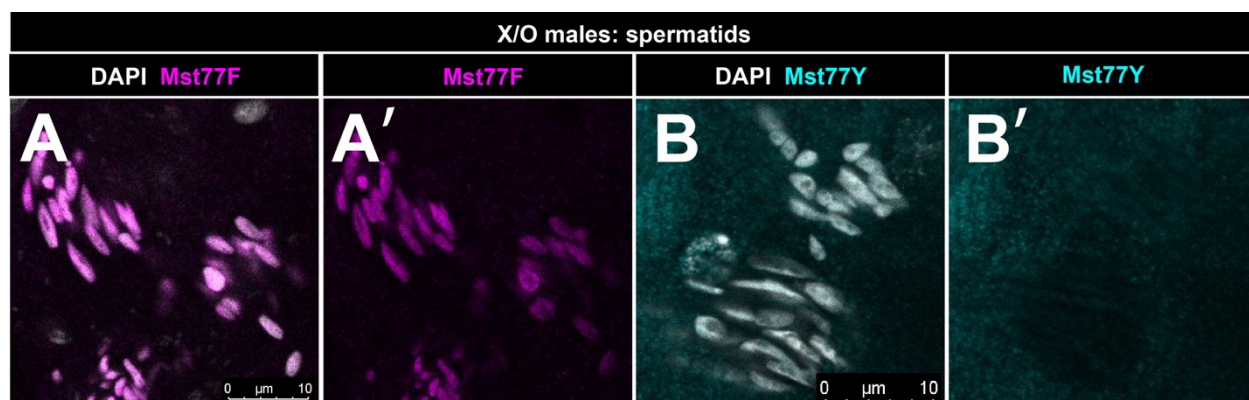

**Fig. S3. Specificity of Mst77Y antibody**

A) Representative image of IF using anti-Mst77F (magenta) (A') in XO males, showing expected presence of Mst77F, an autosomal gene.

B) Representative image of IF using anti-Mst77Y (cyan) (B') in XO males showing expected absence of Mst77Y, a Y-chromosome gene.

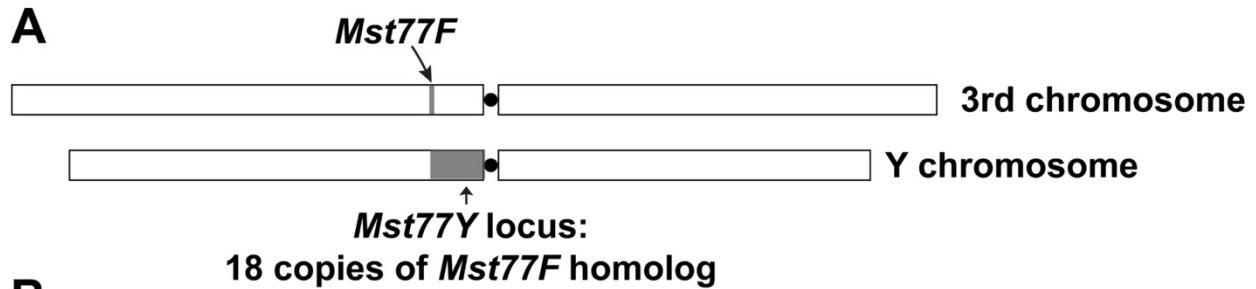

**B**

Compiled from Krsticevic et al. 2010, Krsticevic et al. 2015 ([20](#), [21](#))

| ID               | Estimated copy number | Expressed? (Detected via qRT-PCR) | Size (aa) | Notes                                    |
|------------------|-----------------------|-----------------------------------|-----------|------------------------------------------|
| <i>Mst77Y-1</i>  | 1                     | yes                               | 214       | Intact ORF                               |
| <i>Mst77Y-3</i>  | 1                     | yes                               | 118       | Frameshift -> Premature stop codon (PSC) |
| <i>Mst77Y-4</i>  | 3                     | no                                | 213       | Intact ORF                               |
| <i>Mst77Y-6</i>  | 2                     | yes                               | 71        | PSC                                      |
| <i>Mst77Y-7</i>  | 2                     | yes                               | 214       | Intact ORF                               |
| <i>Mst77Y-10</i> | 1                     | yes                               | 188       | Frameshift -> PSC                        |
| <i>Mst77Y-12</i> | 3                     | yes                               | 214       | Intact ORF                               |
| <i>Mst77Y-13</i> | 1                     | yes                               | 214       | Intact ORF                               |
| <i>Mst77Y-15</i> | 1                     | no                                | 81        | Frameshift -> PSC                        |
| <i>Mst77Y-16</i> | 1                     | no                                | 188       | Frameshift -> PSC                        |
| <i>Mst77Y-17</i> | 1                     | yes                               | 188       | Frameshift -> PSC                        |
| <i>Mst77Y-18</i> | 1                     | no                                | 115       | Frameshift -> PSC                        |

**Fig. S4. *Mst77Y* locus contains 18 copies of *Mst77F* homolog located on the Y-chromosome**

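The annotation used here is BDGP6.54, on the same release 6 assembly (dm6) to which the authors aligned their reads, and a later gene set than theirs. It places 18 copies of *Mst77Y*, found by their symbol or by *Mst77Y* among their RefSeq synonyms, on the plus strand of the Y chromosome between 3284939 and 3376984, a span of 92.0 kb. All 18 have counts in the files. The annotation also gives *Mst77Y-16Psi*, a pseudogene on a separate scaffold, which was not analysed here. The annotation calls 8 of them protein-coding and 10 pseudogenes. Of the 18, 5 carry the name *Mst77Y*, and the others have CG or CR numbers. In the testes of control males heterozygous for *modulo* (n = 3), CG45765 (3293606 to 3294480) had the highest mean, with 10417 ± 546 normalized counts (SD), which is 31.5% of the counts on all 18 copies. CR45780 (3376224 to 3376984) had the lowest, with 8.86 ± 1.42 (SD). The copies share reads, so these levels are uncertain for any one of them.

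**Figure D1:**
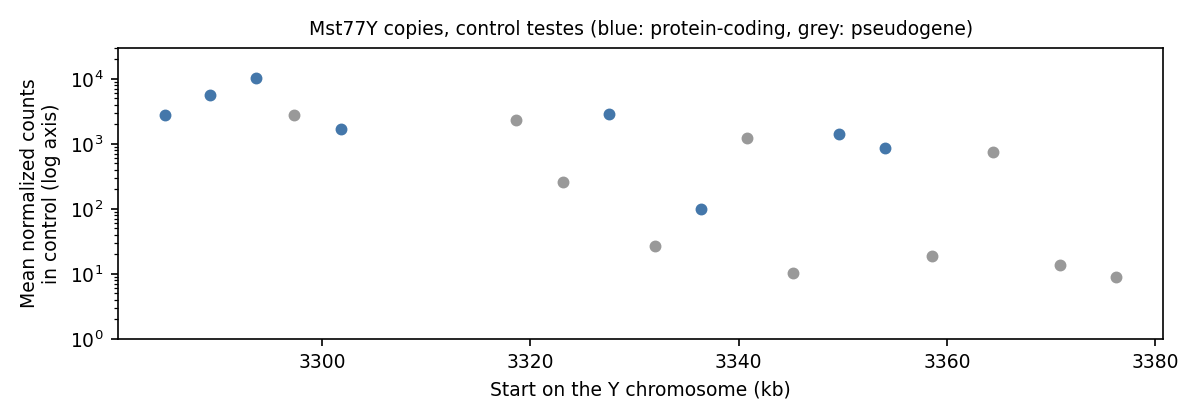
Mean TMM-normalized counts of the 18 *Mst77Y* copies in the 3 control replicates, on a log axis, against the start of each copy on the Y chromosome in kb. Each point is 1 copy, blue for protein-coding and grey for pseudogene, and CG45765 is the highest at 10417 counts.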

A) Location of *Mst77Y* and *Mst77F* loci. Shaded regions are not drawn to scale.

B) Summary of *Mst77Y* genes (18 copies of *Mst77F* homologs), compiled from Krsticevic et al. 2010 ([20](#)) and Krsticevic et al. 2015 ([21](#)). Yellow highlighted rows indicate the genes used in this paper for overexpression in transgenic animals.

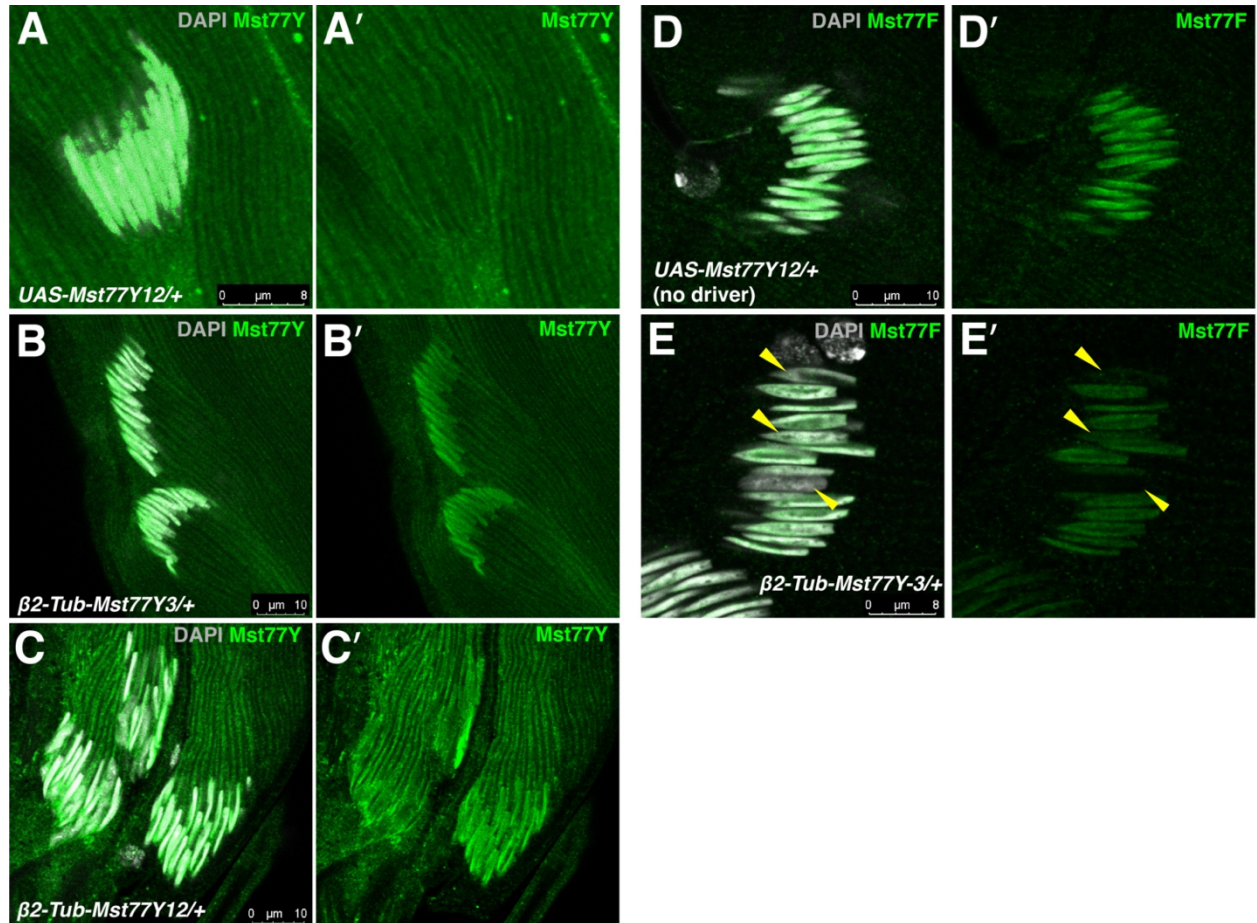

**Fig. S5. Transgenic *Mst77Y* flies overexpress *Mst77Y* and display *Mst77F* incorporation defects.**

A-C) Representative images of IF using anti-*Mst77Y* (green) (A'-C') in control (*UAS-Mst77Y-12/+*, without *gal4* driver) (A), *β2-tub-Mst77Y-3/+* (B), and *β2-tub-Mst77Y-12/+* (C) males, counterstained with DAPI (grey).

D, E) Representative images of IF using anti-*Mst77F* (green) (D', E') in control (*UAS-Mst77Y-12/+*) with no driver (D) and *β2-tub-Mst77Y-3* (E) males, counterstained with DAPI (grey). Yellow arrowheads indicate spermatid nuclei within the same cyst with decreased *Mst77F* incorporation.

**A**

**Mst77F/Mst77Y amino acid alignment:**

|           |                                                              |     |
|-----------|--------------------------------------------------------------|-----|
| Mst77F    | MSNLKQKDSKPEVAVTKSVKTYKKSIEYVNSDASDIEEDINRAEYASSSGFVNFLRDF   | 60  |
| Mst77Y-12 | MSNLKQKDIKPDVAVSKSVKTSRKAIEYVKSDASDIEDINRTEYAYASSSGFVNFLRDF  | 60  |
| Mst77Y-3  | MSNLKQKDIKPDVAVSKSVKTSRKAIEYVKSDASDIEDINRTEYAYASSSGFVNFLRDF  | 60  |
|           | ***** *:***:***** :*:***:*****:*****:***** *****             |     |
| Mst77F    | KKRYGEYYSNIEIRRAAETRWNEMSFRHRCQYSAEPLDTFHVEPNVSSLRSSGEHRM    | 120 |
| Mst77Y-12 | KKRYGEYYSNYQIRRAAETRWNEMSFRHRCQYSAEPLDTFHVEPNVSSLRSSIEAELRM  | 120 |
| Mst77Y-3  | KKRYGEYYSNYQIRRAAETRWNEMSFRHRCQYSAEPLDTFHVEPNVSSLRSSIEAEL--  | 118 |
|           | ***** :*****:*****:*****:*****:*****:***** *****             |     |
| Mst77F    | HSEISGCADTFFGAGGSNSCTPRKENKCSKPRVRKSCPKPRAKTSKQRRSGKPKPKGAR  | 180 |
| Mst77Y-12 | HSEISGC-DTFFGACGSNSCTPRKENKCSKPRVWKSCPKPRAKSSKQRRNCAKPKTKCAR | 179 |
| Mst77Y-3  | -----                                                        | 118 |
| Mst77F    | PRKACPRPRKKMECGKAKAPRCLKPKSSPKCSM                            | 215 |
| Mst77Y-12 | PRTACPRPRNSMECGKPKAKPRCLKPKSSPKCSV                           | 214 |
| Mst77Y-3  | -----                                                        | 118 |

**B**

**Known domains**

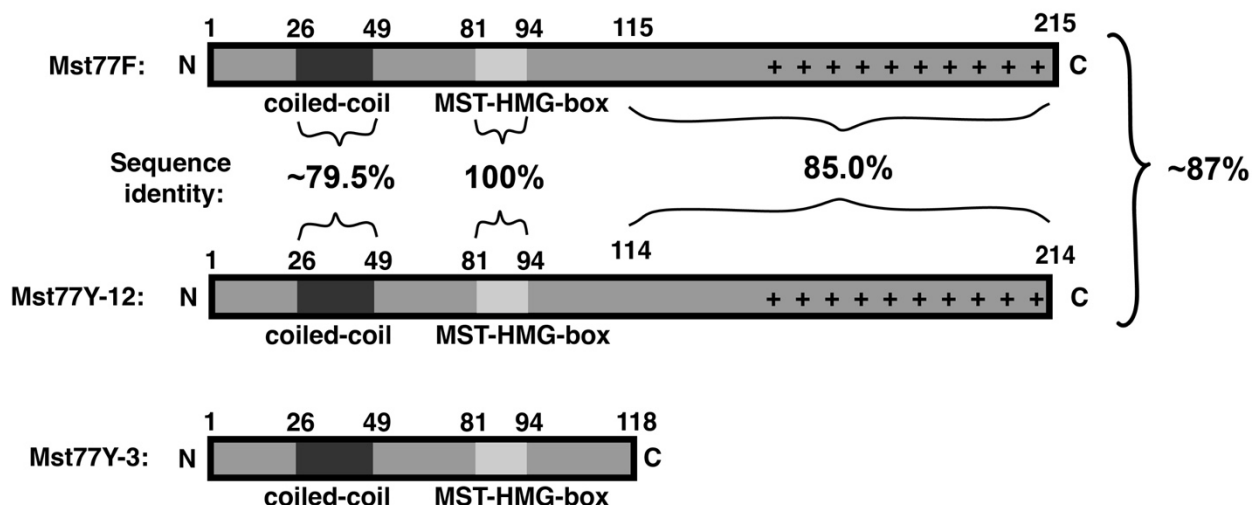

**C**

**General  $\beta 2$ -Tub-Mst77Y construct structure:**

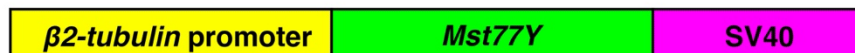

**Fig. S6. Schematic of  $\beta 2$ -tub-Mst77Y constructs.**

A) Amino acid sequence alignment of Mst77F, Mst77Y-3, Mst77Y-12. Asterisks (\*) represent identical residue, colons (:) represent non-identical but similar amino acids, blank space indicates non-identical and non-similar amino acids, and hyphens (-) indicate missing residues.

B) Schematic of previously described Mst77F domains based on Doyen et al., 2015 (14) and Kost et al., 2015 (41). "+" indicates region of highly positively charged residues.

C) Structure of transgenic construct, consisting of  $\beta 2$ -tubulin promoter followed by Mst77Y ORF (either Mst77Y-12 or Mst77Y-3), stop codon and SV40 3'-UTR. Sequence information contained in Table S2.

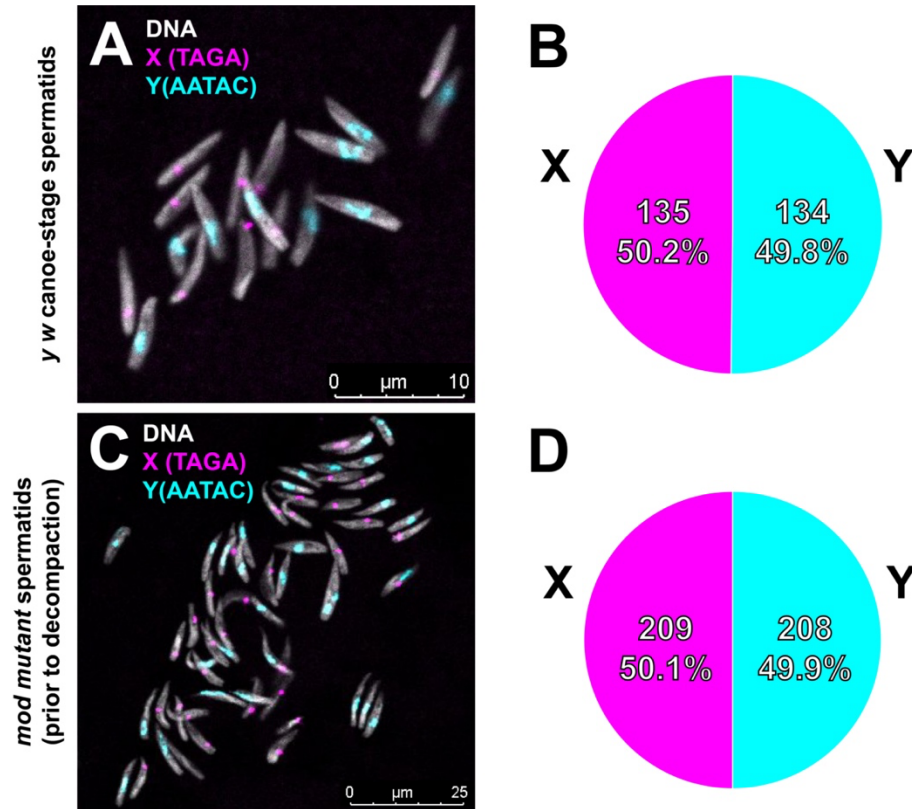

**Fig. S7. Spermatids normally contain equal 50:50 ratio of X and Y chromosomes**

A, C) Representative images of DNA FISH against satellite DNA sequences that are unique in X chromosome (TAGA, magenta) and Y chromosome (AATAC, cyan) in control males (*y w*) (A) and *modulo* mutant males (*mod<sup>L8/mod07570</sup>*) before exhibiting compaction defects (C).

B, D) Percentage of round-canoe stage spermatid nuclei containing X (magenta) or Y (cyan) chromosomes in control males (*y w*) (B) and *modulo* mutant males (*mod<sup>L8/mod07570</sup>*) (D). n = 269 nuclei counted from 3 independent experiments (B). n = 417 nuclei counted from 3 independent experiments (D).

These results demonstrate that DNA FISH detection of X and Y chromosomes is not artifactually biased.

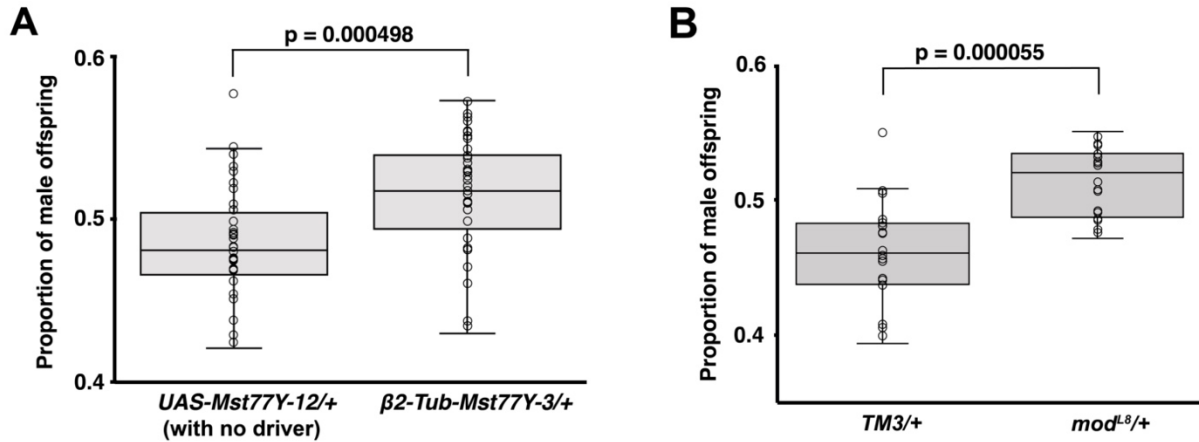

**Fig. S8. *modulo* mutant heterozygote males and *Mst77Y* overexpressing males display male-biased sex ratio**

Box and whisker plot showing proportion of male offspring produced by transgenic males in a sex ratio assay.

A) Control males (*UAS-Mst77Y-12/+*) with no driver or *Mst77Y* overexpressing males (*β2-tub-Mst77Y-3/+*) were crossed with 3 y w virgin females and sex of resultant offspring were scored. *UAS-Mst77Y-12/+* males were used as control as they do not express *Mst77Y* and contains transgene inserted into same site as experimental condition. *P*-value shown in figure (unpaired Student's t-test assuming unequal variance) with  $n = 35$  individual crosses in control and  $n = 36$  individual crosses in experimental condition from 3 independent experiments.

B) Control males (*TM3/+*) or sibling *modulo* mutant heterozygote males (*mod<sup>L8</sup>/+*) with identical sex chromosome (X/Y) background were crossed with 3 y w virgin females and sex of resultant offspring were scored. *P*-value shown in figure (unpaired Student's t-test assuming unequal variance) with  $n = 19$  individual crosses in control and  $n = 18$  individual crosses in experimental condition from 3 independent experiments.

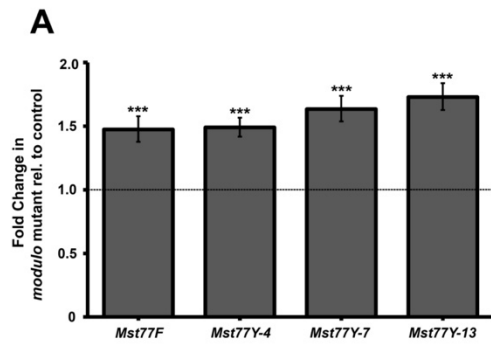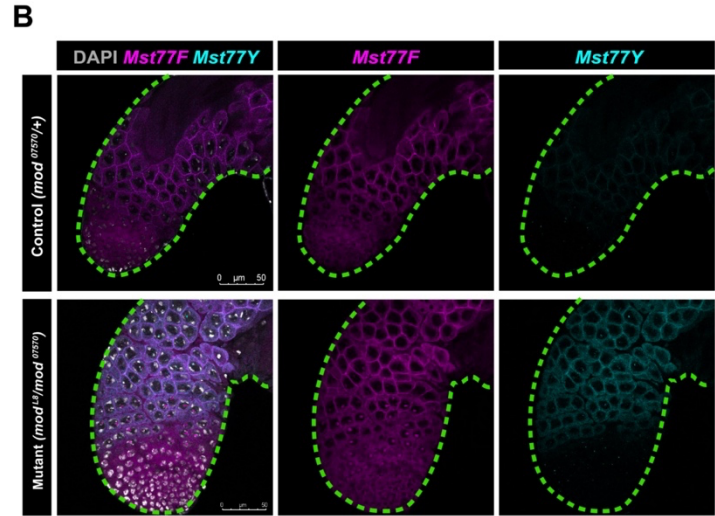

**Fig. S9. *modulo* mutant results in up-regulation of *Mst77F* and *Mst77Y* total RNA.**  
A) Fold-change of *Mst77F* and *Mst77Y* RNA in *modulo* mutant ( $mod^{L8}/mod^{07570}$ ) compared to control ( $mod^{07570}/+$ ) using total RNA-seq. \*\*\* indicates  $P < 0.001$  (unpaired Student's t-test assuming unequal variance) with  $n = 3$  independent experiments.  

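The 3 Y-linked genes drawn beside *Mst77F* in Fig. S9A were tested one by one in the counts of the 3 control and 3 mutant replicates. *Mst77Y-4* (FBgn0267490) rose from 2803 ± 89.2 to 4181 ± 21.5 normalized counts (SD, n = 3 each), a fold change of 1.49. Its adjusted p was 0.00117 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. *Mst77Y-7* (FBgn0267492) rose from 2836 ± 167 to 4660 ± 165 (SD, n = 3 each), a fold change of 1.64 with an adjusted p of 0.000826 from the same edgeR test. *Mst77Y-13* (FBgn0267491) rose from 861 ± 32.4 to 1498 ± 30.4 (SD, n = 3 each), a fold change of 1.74 with an adjusted p of 0.00045 from the same edgeR test. The fold change of *Mst77F* was 1.48. No mutant replicate of these genes overlapped a control replicate (exact two-sided permutation test on log2 normalized counts, p = 0.1, the smallest that 3 replicates against 3 allow). Over all 18 Y-linked copies, the log2 fold change was above 0 in 18. It passed an adjusted p of 0.05 in 13, between 0.54 and 1.05. Reads divided among the copies and *Mst77F* can move several copies at once, so these are not independent results. The 5 copies that did not pass had at most 26.3 normalized counts in control. *Mst77Y-9*, at a log2 fold change of 0.54, passed with all replicates (adjusted p = 0.0251, edgeR), but with adjusted p between 0.0141 and 0.11 over the alternatives. It no longer passed without control replicate 1 (0.087), 2 (0.0539) or 3 (0.0896) or mutant replicate 2 (0.11).

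**Figure D2:**
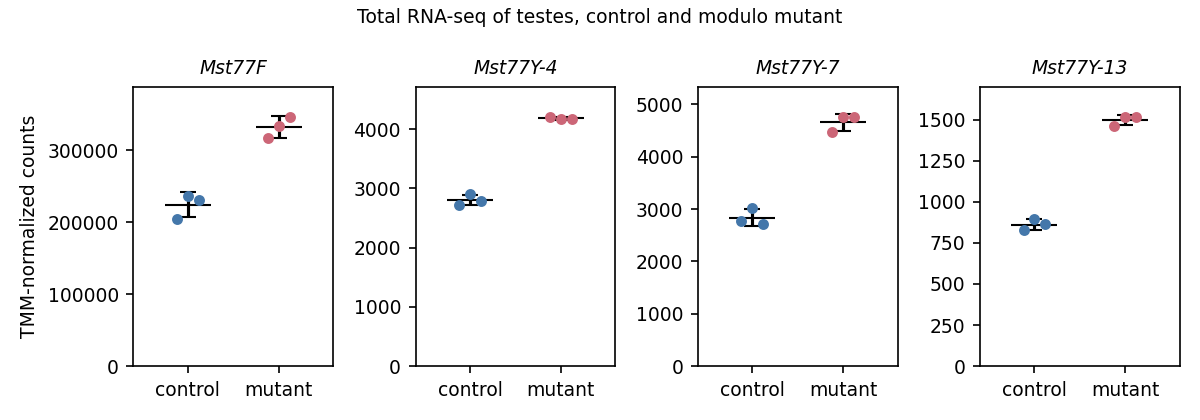
TMM-normalized counts of 4 genes in control and *modulo* mutant testes, with the vertical axis from 0 in each panel. Points are the 3 replicates, and the bars give the mean and the SD. For *Mst77Y-13* the control mean is 861 and the mutant mean 1498.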

B) Representative images of RNA FISH of *Mst77F* (magenta) and *Mst77Y* (cyan) in control ( $mod^{07570}/+$ ) and *modulo* mutant ( $mod^{L8}/mod^{07570}$ ) males.

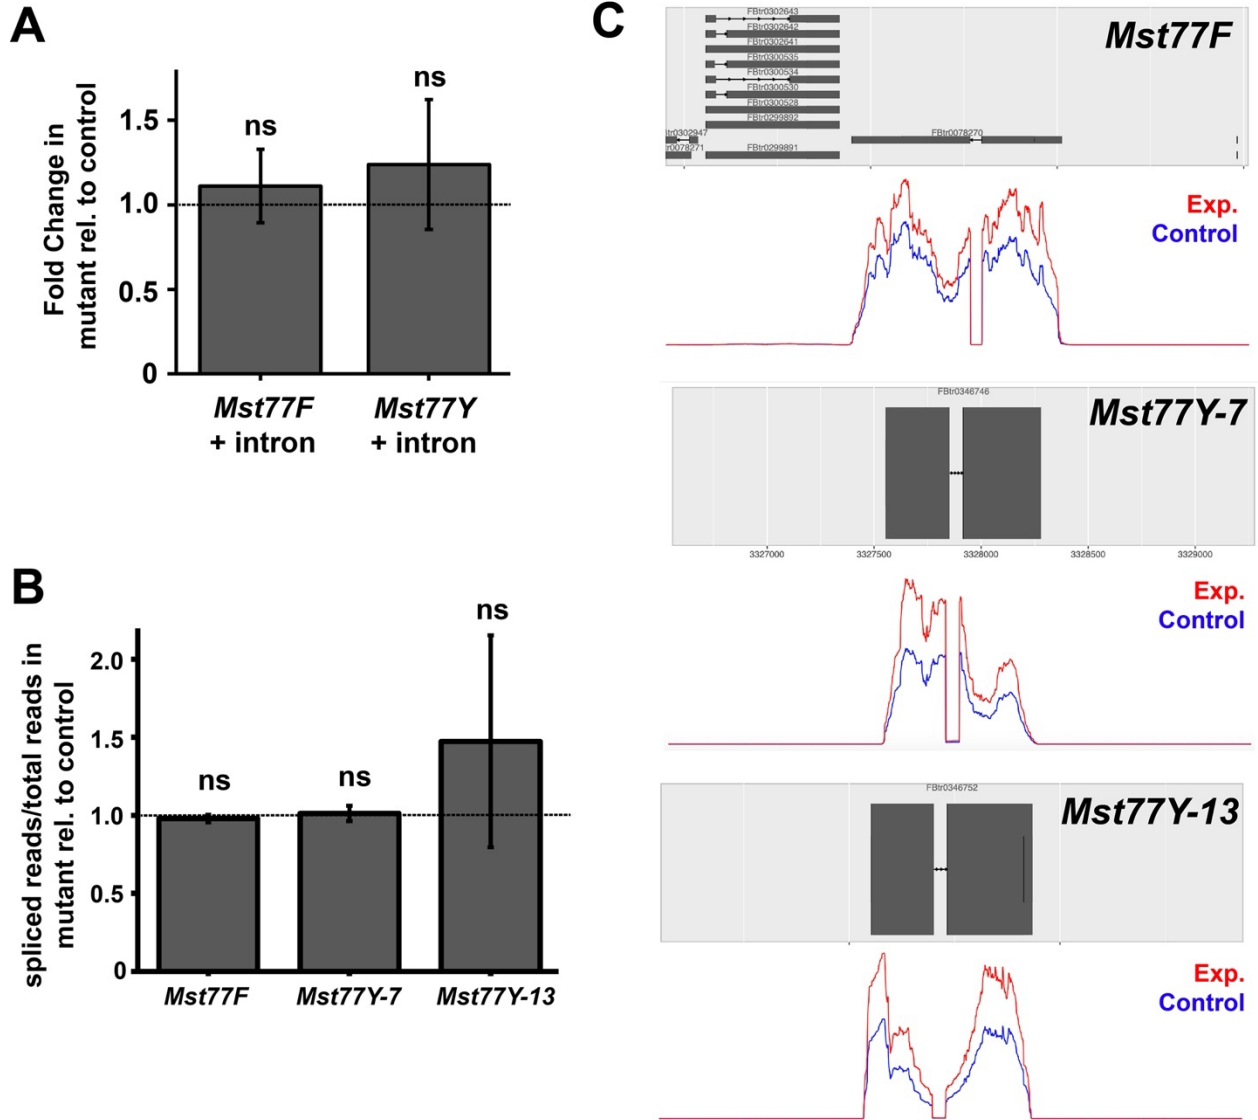

**Fig. S10. *modulo* mutant does not affect splicing of *Mst77F* and *Mst77Y* transcript.**

A) qRT-PCR using exon-intron primer sets to examine level of nascent intron-containing transcript of *Mst77F* and *Mst77Y* in mutant (*mod<sup>L8/mod07570</sup>*) compared to control (*mod<sup>07570/+</sup>*). Primer sets provided in Fig. S11. Data was normalized to Rp49 and control. Mean  $\pm$ SD from three technical replicates is shown. *P*-values calculated using unpaired Student's t-test assuming unequal variances with  $n = 6$  replicates from 2 independent experiments. ns indicates  $P > 0.05$ . Similar results were obtained from two biological replicates. Primer locations shown in Fig. S11A.

B) splicing analysis using total RNA-seq reads comparing proportion of spliced reads to total reads in mutant (*mod<sup>L8/mod07570</sup>*) normalized to control (*mod<sup>07570/+</sup>*). *P*-values calculated using unpaired Student's t-test assuming unequal variances with  $n = 3$  independent experiments. ns indicates  $P > 0.05$ .

C) Scaled read coverage of *Mst77F*, *Mst77Y-7*, *Mst77Y-13* genes showing similar coverage between mutant (*mod<sup>L8/mod07570</sup>*) and control (*mod<sup>07570/+</sup>*) of exons/introns *Mst77F* and *Mst77Y* genes.

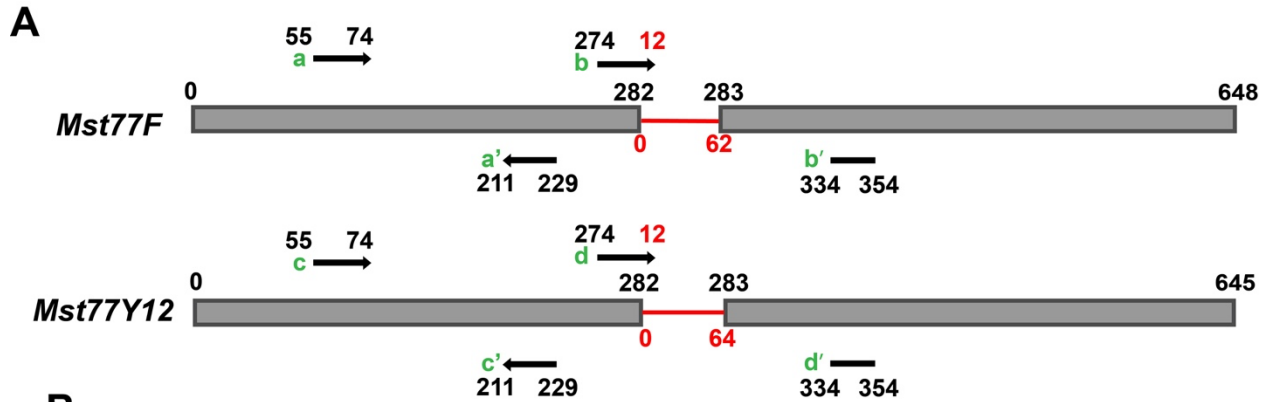

**B**

| Primer ID               | Sequence (5' to 3')   |
|-------------------------|-----------------------|
| a (Mst77F_all_F)        | GTGAAAACCTATAAAAAATC  |
| a' (Mst77F_all_R)       | CAGCCCGTCTTATCTCGTT   |
| b (Mst77F_unspliced_F)  | ATTCTGCGGTAAGTTAGGTG  |
| b' (Mst77F_unspliced_R) | GTGCTCGCCCTCACTAGAAC  |
| c (Mst77Y_all_F)        | GTAAAAACCTCTAGAAAAGC  |
| c' (Mst77Y_all_R)       | CTGCCCGTCTTATCTGATA   |
| d (Mst77Y_unspliced_F)  | ACTCTGCGGTAA ATTATTGG |
| d' (Mst77Y_unspliced_R) | GAGCTCGGCCTCAATAGAGC  |

**Fig. S11. qRT-PCR primers for *Mst77F/Mst77Y***

A) schematic of *Mst77F* and *Mst77Y* primer sets for qRT-PCR relative to location of exon junctions of respective genes.

B) table of respective primer sequences. Primers specific to *Mst77F* or *Mst77Y* could not be designed to span exon-exon junction due to high sequence homology in this region. Splicing changes were assessed by looking at relative amount of total transcript level vs. unspliced transcript level.

**Supplementary Information**

| Figure label | P-value                                                                                                                                                                                                                                                                                                 |
|--------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Fig. 1K      | 0                                                                                                                                                                                                                                                                                                       |
| Fig. 2G      | $7.188 \times 10^{-7}$                                                                                                                                                                                                                                                                                  |
| Fig. 3E      | $7.34 \times 10^{-4}$ ( <i>UAS-Mst77Y-12/+</i> vs. <i><math>\beta</math>2-tub-Mst77Y-3/+</i> )<br>$3.64 \times 10^{-3}$ ( <i>UAS-Mst77Y-12/+</i> vs. <i><math>\beta</math>2-tub-Mst77Y-12/+</i> )<br>0.750 ( <i><math>\beta</math>2-tub-Mst77Y-3/+</i> vs. <i><math>\beta</math>2-tub-Mst77Y-12/+</i> ) |
| Fig. 3G      | $1.18 \times 10^{-4}$                                                                                                                                                                                                                                                                                   |

**Table S1. P-values in this study**

|                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                             |
|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <i>β2-tub</i> -promoter <i>Mst77Y</i> SV40                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
| <i>β2-tub</i> -Mst77Y-3-SV40                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| <p>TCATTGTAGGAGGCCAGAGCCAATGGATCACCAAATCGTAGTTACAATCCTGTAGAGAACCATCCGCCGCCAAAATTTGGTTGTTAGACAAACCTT<br/> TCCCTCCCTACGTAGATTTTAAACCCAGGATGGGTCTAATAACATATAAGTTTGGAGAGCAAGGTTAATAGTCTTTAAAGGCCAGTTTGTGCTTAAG<br/> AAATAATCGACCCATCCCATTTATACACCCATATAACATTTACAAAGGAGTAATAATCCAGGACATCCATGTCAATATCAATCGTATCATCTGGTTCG<br/> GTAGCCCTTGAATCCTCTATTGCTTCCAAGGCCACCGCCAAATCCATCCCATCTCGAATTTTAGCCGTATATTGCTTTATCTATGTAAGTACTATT<br/> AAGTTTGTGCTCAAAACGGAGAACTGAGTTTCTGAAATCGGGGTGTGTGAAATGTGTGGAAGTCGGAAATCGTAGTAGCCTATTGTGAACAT<br/> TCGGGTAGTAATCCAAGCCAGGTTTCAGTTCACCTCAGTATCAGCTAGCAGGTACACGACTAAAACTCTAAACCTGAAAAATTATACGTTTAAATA<br/> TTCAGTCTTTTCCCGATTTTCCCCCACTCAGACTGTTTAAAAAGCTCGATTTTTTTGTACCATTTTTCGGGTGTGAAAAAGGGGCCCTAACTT<br/> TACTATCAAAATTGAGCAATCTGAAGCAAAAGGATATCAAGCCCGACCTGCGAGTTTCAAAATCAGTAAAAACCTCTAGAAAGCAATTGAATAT<br/> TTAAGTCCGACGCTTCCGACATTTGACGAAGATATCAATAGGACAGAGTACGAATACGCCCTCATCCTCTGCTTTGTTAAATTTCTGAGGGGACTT<br/> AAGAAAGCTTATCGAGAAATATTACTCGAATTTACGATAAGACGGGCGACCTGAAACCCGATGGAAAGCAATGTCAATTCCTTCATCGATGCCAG<br/> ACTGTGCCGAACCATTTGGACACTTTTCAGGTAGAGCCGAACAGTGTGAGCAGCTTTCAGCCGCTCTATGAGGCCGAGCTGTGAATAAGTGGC<br/> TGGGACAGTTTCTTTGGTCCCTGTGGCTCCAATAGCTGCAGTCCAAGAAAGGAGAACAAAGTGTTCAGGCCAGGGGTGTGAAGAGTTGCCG<br/> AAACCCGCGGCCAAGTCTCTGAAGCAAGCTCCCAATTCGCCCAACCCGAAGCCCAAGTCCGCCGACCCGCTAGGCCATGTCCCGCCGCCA<br/> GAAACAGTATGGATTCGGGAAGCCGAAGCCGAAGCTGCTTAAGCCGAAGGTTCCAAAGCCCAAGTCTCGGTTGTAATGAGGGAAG<br/> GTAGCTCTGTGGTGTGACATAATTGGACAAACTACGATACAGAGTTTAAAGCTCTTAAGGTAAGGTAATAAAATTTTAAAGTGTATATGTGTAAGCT<br/> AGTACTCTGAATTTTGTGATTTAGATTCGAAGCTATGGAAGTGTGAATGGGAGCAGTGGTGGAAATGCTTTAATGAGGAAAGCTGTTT<br/> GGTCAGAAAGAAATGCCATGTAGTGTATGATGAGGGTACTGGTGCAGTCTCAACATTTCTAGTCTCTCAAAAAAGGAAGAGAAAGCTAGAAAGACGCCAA<br/> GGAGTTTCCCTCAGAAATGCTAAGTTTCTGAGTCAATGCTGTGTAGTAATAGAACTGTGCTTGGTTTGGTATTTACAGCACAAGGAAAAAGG<br/> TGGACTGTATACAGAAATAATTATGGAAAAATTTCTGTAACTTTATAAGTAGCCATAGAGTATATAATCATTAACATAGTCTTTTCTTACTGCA<br/> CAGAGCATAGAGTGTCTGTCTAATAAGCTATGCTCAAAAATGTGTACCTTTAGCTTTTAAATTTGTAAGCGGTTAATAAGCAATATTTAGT<br/> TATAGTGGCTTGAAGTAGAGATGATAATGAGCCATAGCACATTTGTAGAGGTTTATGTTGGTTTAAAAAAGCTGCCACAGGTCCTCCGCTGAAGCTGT<br/> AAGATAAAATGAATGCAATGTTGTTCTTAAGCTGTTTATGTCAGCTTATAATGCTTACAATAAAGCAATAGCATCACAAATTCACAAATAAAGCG<br/> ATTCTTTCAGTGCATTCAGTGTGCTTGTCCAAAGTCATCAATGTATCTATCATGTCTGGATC</p>                                |
| <i>β2-tub</i> -Mst77Y-12-SV40                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| <p>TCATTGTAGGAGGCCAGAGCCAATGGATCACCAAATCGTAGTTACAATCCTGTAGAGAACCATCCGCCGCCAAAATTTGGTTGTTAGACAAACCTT<br/> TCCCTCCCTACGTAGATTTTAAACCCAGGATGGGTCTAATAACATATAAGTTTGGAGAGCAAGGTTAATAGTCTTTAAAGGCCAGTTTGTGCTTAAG<br/> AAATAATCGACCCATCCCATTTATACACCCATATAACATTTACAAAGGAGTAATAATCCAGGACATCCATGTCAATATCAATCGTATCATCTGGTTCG<br/> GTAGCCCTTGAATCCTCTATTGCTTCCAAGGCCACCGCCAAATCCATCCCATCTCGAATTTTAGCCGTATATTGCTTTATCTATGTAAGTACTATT<br/> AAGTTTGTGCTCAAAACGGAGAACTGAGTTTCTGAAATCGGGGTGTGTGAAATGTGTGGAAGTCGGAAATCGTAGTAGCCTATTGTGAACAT<br/> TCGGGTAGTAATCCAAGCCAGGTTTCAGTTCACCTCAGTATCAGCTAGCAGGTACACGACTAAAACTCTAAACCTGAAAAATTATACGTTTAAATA<br/> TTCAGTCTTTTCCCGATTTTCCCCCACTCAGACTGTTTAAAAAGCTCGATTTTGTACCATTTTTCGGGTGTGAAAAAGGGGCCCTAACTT<br/> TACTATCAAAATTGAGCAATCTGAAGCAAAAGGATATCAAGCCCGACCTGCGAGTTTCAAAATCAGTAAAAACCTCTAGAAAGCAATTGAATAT<br/> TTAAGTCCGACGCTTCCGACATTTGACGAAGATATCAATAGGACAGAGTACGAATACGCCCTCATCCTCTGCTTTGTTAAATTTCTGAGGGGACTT<br/> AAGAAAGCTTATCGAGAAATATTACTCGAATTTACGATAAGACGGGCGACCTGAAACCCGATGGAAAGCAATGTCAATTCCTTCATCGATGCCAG<br/> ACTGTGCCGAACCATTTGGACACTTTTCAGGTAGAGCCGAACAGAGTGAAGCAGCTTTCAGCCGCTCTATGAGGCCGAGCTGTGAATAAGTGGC<br/> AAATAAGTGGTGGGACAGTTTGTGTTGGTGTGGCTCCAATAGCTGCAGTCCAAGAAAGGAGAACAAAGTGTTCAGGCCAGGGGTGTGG<br/> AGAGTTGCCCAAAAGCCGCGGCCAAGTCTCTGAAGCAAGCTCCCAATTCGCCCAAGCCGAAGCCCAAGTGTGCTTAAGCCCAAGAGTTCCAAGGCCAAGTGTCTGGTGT<br/> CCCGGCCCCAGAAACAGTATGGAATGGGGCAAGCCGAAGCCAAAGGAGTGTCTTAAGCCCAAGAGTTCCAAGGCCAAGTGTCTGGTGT<br/> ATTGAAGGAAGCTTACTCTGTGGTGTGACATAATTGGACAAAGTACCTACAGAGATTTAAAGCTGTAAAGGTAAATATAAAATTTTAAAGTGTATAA<br/> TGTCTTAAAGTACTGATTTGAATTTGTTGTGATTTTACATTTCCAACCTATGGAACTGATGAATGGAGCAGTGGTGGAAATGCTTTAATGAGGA<br/> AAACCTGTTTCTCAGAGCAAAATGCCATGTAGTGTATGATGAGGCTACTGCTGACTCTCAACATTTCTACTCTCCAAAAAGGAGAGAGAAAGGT<br/> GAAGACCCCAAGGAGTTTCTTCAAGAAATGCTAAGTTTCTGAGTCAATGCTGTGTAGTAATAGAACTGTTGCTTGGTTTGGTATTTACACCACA<br/> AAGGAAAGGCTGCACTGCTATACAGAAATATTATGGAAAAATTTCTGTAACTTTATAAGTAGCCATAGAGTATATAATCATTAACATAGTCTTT<br/> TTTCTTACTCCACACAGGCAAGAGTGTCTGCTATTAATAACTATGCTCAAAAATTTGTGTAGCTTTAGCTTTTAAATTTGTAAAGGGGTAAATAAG<br/> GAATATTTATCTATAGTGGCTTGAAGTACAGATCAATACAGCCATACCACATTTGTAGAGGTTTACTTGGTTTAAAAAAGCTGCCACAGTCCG<br/> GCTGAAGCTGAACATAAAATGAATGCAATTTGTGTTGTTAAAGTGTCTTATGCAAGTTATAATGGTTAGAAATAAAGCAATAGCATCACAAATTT<br/> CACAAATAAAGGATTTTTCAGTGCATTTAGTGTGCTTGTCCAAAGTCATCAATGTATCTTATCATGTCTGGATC</p> |

**Table S2. Mst77Y constructs utilized to generate transgenic Mst77Y overexpression lines**  
*β2-tub* promoter sequence (yellow), respective Mst77Y sequence (magenta), SV40 3' UTR  
sequence (cyan)

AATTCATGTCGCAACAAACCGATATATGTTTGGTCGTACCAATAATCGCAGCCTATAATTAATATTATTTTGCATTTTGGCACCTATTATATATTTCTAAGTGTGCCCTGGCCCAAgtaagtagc  
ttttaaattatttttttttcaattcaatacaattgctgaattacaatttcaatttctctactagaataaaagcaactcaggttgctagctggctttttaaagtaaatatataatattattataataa  
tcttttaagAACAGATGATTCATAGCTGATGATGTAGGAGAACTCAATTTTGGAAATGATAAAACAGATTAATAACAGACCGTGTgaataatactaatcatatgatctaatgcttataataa  
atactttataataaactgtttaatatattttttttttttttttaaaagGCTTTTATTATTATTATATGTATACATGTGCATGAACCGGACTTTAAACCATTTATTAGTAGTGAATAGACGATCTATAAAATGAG  
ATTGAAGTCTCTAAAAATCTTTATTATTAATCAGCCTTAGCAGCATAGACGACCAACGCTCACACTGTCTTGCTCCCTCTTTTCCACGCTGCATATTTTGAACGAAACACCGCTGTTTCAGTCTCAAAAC  
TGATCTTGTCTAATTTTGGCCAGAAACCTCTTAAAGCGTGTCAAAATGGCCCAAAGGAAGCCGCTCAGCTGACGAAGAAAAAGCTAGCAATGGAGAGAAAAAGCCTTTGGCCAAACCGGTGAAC  
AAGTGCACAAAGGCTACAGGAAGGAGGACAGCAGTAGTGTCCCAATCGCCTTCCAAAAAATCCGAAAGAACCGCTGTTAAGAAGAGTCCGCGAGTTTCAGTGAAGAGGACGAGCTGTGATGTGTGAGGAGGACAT  
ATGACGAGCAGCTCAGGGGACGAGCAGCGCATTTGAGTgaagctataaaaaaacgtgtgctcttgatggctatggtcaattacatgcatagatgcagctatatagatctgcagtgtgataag  
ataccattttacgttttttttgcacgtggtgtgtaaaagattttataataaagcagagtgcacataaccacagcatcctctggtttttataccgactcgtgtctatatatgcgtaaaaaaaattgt  
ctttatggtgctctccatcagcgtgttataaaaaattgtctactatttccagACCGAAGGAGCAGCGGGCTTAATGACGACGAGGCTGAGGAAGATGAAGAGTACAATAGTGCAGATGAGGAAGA  
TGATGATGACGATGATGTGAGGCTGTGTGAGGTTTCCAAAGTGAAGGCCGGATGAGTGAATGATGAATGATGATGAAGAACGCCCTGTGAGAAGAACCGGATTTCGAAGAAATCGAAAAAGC  
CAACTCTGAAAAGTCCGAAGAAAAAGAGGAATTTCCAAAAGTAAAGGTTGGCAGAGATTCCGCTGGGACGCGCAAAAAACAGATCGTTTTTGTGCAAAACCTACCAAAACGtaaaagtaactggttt  
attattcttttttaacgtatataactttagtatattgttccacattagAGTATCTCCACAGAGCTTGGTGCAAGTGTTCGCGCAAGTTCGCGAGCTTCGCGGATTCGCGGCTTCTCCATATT  
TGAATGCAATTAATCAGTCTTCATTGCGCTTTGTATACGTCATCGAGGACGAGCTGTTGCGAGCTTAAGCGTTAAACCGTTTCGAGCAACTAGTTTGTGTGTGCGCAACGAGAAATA  
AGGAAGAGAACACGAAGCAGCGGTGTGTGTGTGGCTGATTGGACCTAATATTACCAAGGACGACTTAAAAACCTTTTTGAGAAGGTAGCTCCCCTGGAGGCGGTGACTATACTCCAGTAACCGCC  
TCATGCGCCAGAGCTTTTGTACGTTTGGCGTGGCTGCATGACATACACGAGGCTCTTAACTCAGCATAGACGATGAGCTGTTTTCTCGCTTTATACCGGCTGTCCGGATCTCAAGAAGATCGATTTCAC  
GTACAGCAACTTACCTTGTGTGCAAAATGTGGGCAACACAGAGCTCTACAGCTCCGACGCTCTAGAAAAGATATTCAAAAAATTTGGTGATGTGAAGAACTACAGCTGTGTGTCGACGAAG  
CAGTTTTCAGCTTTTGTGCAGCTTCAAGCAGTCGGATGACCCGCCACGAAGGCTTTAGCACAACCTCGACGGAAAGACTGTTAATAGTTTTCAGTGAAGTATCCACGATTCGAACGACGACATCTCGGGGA  
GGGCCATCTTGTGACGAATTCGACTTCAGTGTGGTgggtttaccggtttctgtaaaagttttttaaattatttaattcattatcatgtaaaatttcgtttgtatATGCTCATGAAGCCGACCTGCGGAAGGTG  
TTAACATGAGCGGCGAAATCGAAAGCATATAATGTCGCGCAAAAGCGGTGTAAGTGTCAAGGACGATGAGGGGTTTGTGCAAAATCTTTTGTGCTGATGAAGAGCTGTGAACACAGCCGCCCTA  
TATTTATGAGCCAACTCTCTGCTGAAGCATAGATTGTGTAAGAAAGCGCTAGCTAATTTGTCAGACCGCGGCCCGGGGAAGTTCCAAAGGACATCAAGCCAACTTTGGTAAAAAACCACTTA  
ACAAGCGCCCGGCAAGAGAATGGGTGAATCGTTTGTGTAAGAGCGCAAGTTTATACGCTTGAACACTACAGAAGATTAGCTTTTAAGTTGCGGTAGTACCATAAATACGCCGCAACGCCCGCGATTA  
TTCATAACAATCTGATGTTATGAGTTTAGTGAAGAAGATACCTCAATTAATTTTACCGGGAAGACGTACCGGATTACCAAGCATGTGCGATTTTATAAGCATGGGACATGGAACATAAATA  
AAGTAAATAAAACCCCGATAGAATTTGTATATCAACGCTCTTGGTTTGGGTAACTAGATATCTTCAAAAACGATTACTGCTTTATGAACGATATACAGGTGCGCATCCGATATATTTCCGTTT  
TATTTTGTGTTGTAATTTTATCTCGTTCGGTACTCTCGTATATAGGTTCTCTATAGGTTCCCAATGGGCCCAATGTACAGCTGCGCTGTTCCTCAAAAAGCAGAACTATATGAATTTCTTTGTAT  
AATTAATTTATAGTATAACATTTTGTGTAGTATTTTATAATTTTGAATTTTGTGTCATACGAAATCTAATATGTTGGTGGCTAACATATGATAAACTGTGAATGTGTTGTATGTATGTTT  
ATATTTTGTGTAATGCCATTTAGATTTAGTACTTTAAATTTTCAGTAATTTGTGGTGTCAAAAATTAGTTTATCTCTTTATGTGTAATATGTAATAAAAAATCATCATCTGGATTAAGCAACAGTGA  
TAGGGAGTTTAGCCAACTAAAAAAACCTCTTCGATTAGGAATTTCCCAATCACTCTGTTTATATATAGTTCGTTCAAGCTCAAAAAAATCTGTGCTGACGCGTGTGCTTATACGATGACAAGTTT  
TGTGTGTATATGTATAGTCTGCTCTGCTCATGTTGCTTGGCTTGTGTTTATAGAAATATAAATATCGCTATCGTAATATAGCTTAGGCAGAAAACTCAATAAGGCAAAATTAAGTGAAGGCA  
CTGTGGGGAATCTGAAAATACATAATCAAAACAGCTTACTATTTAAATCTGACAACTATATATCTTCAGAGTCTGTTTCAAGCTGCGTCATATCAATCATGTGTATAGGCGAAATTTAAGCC  
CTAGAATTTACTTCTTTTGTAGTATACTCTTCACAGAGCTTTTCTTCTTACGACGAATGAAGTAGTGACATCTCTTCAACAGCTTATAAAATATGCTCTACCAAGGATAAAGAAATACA  
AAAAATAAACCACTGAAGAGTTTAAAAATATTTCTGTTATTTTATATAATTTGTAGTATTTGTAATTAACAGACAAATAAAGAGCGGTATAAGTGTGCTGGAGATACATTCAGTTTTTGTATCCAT  
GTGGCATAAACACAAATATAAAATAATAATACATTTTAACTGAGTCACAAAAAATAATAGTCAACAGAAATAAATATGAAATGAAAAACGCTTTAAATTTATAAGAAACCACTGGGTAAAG  
CT

135[illegible]

**Table S3. CRISPR/Cas9 generation of *modulo-gfp* at endogenous locus**

| <b>FISH Probe recognizing:</b>                  | <b>Sequences (5' to 3')</b>                                                                                                                                                                                                             |
|-------------------------------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <b>RNA probes:</b>                              |                                                                                                                                                                                                                                         |
| Poly(A)                                         | Cy5-TTTTTTTTTTTTTTTTTTTTTTTTTTTTTT<br>Cy3-TTTTTTTTTTTTTTTTTTTTTTTTTTTTTT                                                                                                                                                                |
| <i>Mst77F</i>                                   | Custom Stellaris® probe set (Quasar 570)<br>1. GATTTTGTTACTGCCACCTC<br>2. TTGATTTTTTATAGGTTTT<br>3. ATTCTCCGTAGCGCTTCTTA<br>4. CGTCTTATCTCGTTATTCTG<br>5. TGTGCTCGCCCTCACTAGAACG<br>6. CGAGGTTTTTCGCCCGTGGTT<br>7. CATTCCATCTTCTTCCTGGG |
| <i>Mst77Y</i>                                   | Custom Stellaris® probe set (Quasar 670)<br>1. GATTTTGAACTGCCACGTC<br>2. TTGCTTTTCTAGAGGTTTT<br>3. ATTCTCCATAACGTTTCTTA<br>4. CGTCTTATCTGATAATTCTG<br>5. TGAGCTCGGCCTCAATAGAGCG<br>6. CGAGGACTTGCCCGCGGTT<br>7. CATTCCATACTGTTTCTGGG    |
| <b>DNA probes:</b>                              |                                                                                                                                                                                                                                         |
| X-chromosome satellite:<br>(TAGA) <sub>n</sub>  | (TAGA) <sub>8</sub> -Cy3                                                                                                                                                                                                                |
| Y-chromosome satellite:<br>(AATAC) <sub>n</sub> | (AATAC) <sub>6</sub> -Cy5                                                                                                                                                                                                               |

**Table S4. FISH probes utilized in this study**

How the deposited data were processed for this re-analysis (not part of the article)

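Total RNA-seq of testes from 3 control samples, heterozygous for a single *modulo* allele, and 3 *modulo* mutant samples, with that allele over *mod L8*, was analysed, as 18 lane files of 17575 genes each. The samples were mapped by the genotype, replicate and lane in their labels. The authors aligned the read pairs with STAR to BDGP6/dm6 and counted them on FlyBase genes with featureCounts, by strand, dividing a pair with several positions among them. The deposited values are therefore estimated counts per gene, not normalized and not always whole. A table of all lanes with identical values was not used. Rows of the files that belong to ribosomal RNA and mitochondrial genes stayed in the main analysis.

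From these, the 3 lanes of a replicate were summed and rounded to whole numbers. Genes with at least 10 counts in at least 3 of the 6 samples were kept, which left 14059. Total counts ranged from 87119206 to 94915990 in control (median 90843583) and from 90898270 to 107435749 in the mutant (median 98892227), so the counting error of an abundant gene is small beside the spread between replicates. Where all 3 replicates of a genotype had at most 3 counts, a fold change is given as a lower bound. The main test was edgeR 4.0.16 (TMM, quasi-likelihood, Benjamini-Hochberg) without a block, in R 4.3.3. Limma 3.58.1 (voom, camera with a preset correlation of 0.01, and fry) tested 12 gene sets with at least 5 tested genes; the set of Stellate genes had 0 tested genes. The sets were protamine and transition protein, single-copy Y-linked, post-meiotic cup and comet, meiotic arrest, early germline, somatic hub and cyst cell, accessory gland, nucleolar and RNA polymerase I, poly(A) tail machinery, ribosomal protein, snoRNA and histone genes, all listed before the data were examined. DESeq2 1.42.0 with ashr 2.2.63 was an alternative; the authors used an earlier DESeq2. The other alternatives were other scalings, other filters, ribosomal and mitochondrial genes left out, single lanes, counts not rounded, the replicate number as a block, and each replicate left out.

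The genes named are those the paper names, and the 5 with the largest rise and the 5 with the largest fall among genes with an adjusted p under 0.05, a mean of at least 100 normalized counts and no overlap between the genotypes. The other *Mst77Y* copies were listed beforehand as well, and CG45765 and CR45780 are named among them for their highest and lowest counts. Pos, krz and heph, the other tested genes near *mod*, and Acp33A, the accessory gland gene that was called, are named although they fall outside this rule, and were chosen after their values were seen. Mst35Ba and Mst35Bb are listed as ProtA and ProtB in the annotation. Symbols, positions and gene types came from the annotation BDGP6.54 and RefSeq's gene table on the same release 6 assembly; 17512 of the 17575 identifiers had a symbol.

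The labels give both genotypes replicates 1, 2 and 3. Deviations of log2 counts from the genotype mean had correlations across genes of 0.541, 0.57 and 0.164 between same-numbered samples. Between different-numbered samples they ran from -0.571 to 0.119, the highest for control replicate 3 with mutant replicate 1. The numbers were taken to pair the samples, but the third pair stands out little. The paper's text does not say what a number shares. The tests were checked on simulated counts for 13953 genes with 200 changed at least 2-fold: edgeR recovered 87.5% of the changed genes with 4.12% false calls, and called 0 genes where none was changed. DESeq2 recovered 86% with 10.58% false calls, and called 2 genes where none was changed. A planted set of 30 genes with a smaller change was simulated too, and calls of these were not taken as false. The simulated counts had a spread set by abundance alone and no effect shared by same-numbered replicates. Far fewer genes were changed than were called in the real samples, so these rates need not hold there.

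Splicing and coverage along genes need the reads and were not analysed here, and GC content of genes was not used here. The qRT-PCR, imaging and fertility experiments have no values in these files.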

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

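The tests of the abundant RNAs, of accessory gland RNA and of single sets and gene counts over other splits of the samples were chosen after the results were seen. Those of depth, gene length, the genes around *mod*, the length of snoRNA genes and the count of sets over other splits were chosen before, although the reading of the snoRNA test was changed to open once other short RNAs were seen to rise.

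The paper uses the total RNA-seq for *Mst77F* and *Mst77Y*, and most other genes lie outside what it discusses. Of 14059 genes tested, 4547 had an adjusted p under 0.05 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), 2044 higher and 2503 lower in the mutant, and 1753 of them changed at least 2-fold. With the replicate number as a block, 6409 genes were called, 3122 higher and 3287 lower. The real split was the only 1 of the 10 splits of the 6 samples with as many genes, for the total, the higher, the lower and the 2-fold counts; 10 splits cannot give a share under 0.1. Of the 4 splits that part all 3 pairs, 1, the real one, gave as many genes; the others mix the genotypes. The 9 other splits called 0 genes, and between 9 and 1767 at an unadjusted p under 0.05, against 6143 for the real split. Against a few abundant RNAs as the whole cause, 98.5% of the calls remained with 7SL, ribosomal and mitochondrial RNAs left out. At equal depth 96.8% remained. With each sample's trend over gene length removed, 93.6% of the 4539 calls among genes with a length remained, and the total rose to 5672. The trend thus does not make the calls that remained, but it affects how many genes are called. Accessory gland RNA took between 0.0044% and 0.0435% of the counts and of 14 accessory gland genes, all with enough counts in these testis samples to be tested, 1 (Acp33A) was called, with a median log2 fold change of -0.35 over the 14 in edgeR, so it does not account for the calls. A difference between the genotypes other than *modulo*, such as the chromosome *mod L8* lies on, stays open.

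Of the 5 genes chosen for a large rise, Cp7Fb rose at least 207-fold, a lower bound since its control replicates had 1, 2 and 1 counts, and it is not ranked against the others. CG30487 rose by a log2 fold change of 8.31, lncRNA:CR44750 by 8.20, CR43186 by 7.94 and RabX2 by 7.60. The fitted log2 fold changes of the 5 genes chosen for a large fall were -6.81 for Syt12, -6.69 for lncRNA:CR43950, -6.55 for Map205, -6.45 for lncRNA:CR43949 and -6.37 for lncRNA:CR41352. All 10 had no overlap between the genotypes, as the choice of these genes required, which 10% of unchanged genes show by chance with 3 samples against 3. lncRNA:CR44750 had 0 counts in 2 control replicates and 6 in control replicate 3, so its fitted value rests on that replicate. Without control replicate 3 it was 12.33. Across the fits that left out one replicate, CG30487 ranged from 7.91 to 8.77, RabX2 from 7.22 to 8.21 and lncRNA:CR43950 from -7.43 to -6.40. Syt12 had 0, 3 and 4 counts in the mutant replicates, so its fitted value also lies near the floor.

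Map205 lies on chromosome 3R from 32055279 to 32068441, 304 bases from the end of *mod* and on the other strand. It had 7990 ± 907 normalized counts in control and 84.1 ± 51.4 in the mutant (SD, n = 3). The other 3 tested genes within 50000 bases of *mod* had a median log2 fold change of -0.88. Pos was at -1.08 (adjusted p = 0.000371, edgeR) and krz at -0.88 (adjusted p = 0.000227, edgeR), while heph, most of which lies further out, was at -0.01 (adjusted p = 0.977, edgeR). A candidate explanation is a lesion on 1 *modulo* chromosome that takes in neighbouring genes, since the control keeps a wild-type chromosome. It rests on 3 genes. It leaves open the near-complete loss of Map205, which needs a low level from both chromosomes, and many genes elsewhere on chromosome 3 fell as well. The genotypes thus differ in the RNA of both *mod* and Map205.

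Genes of 3 sets rose together under camera with a preset correlation. snoRNA genes had a median log2 fold change of 0.91 (119 of 125 genes up, camera adjusted p = 2.55e-12), nucleolar and RNA polymerase I genes 0.28 (15 of 18, adjusted p = 0.0178) and ribosomal protein genes 0.16 (80 of 91, adjusted p = 0.0288). Under fry the nucleolar set held (adjusted p = 0.0281) and the other two did not (0.0677 and 0.604), and under an estimated correlation 0 sets passed (0 at an unadjusted p under 0.05). These camera results are weak evidence, because 9 of the 10 splits of the 6 samples called as many sets. As low a camera p came from 2 splits for the snoRNA set, 2 for the nucleolar set and 8 for the ribosomal protein set. Of the 4 splits that part all pairs, 2, 2 and 4 did so. For snoRNA genes, more short RNA in the mutant libraries may contribute. Over the 125 genes the log2 fold change did not fall with gene length (Spearman -0.067, permutation p = 0.453; across genes, which are not independent), but 14 genes of U1, U2, U4 and U5 snRNA rose as well, by a median of 1.03, with 13 called higher. The median was 0.13 for 3 U6 genes and 0.59 for 5 genes of 7SL, 7SK, RNase MRP and RNase P RNA, with 0 called in either class (0 and 1 higher and 0 lower at an unadjusted p under 0.05). Of the snoRNA genes 63 were called higher and 0 lower (80 and 0 at an unadjusted p under 0.05). The 3 U6 genes and the 5 others are too few to decide. A change of snoRNA and more short RNA in the mutant libraries cannot be told apart here.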

How the results depend on the processing

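The gene counts, the genes the paper names, the *Mst77Y* genes by that name, the 10 genes chosen for a large change, and the summed *Mst77Y* genes were recomputed under the alternatives, and the 12 gene sets under fry, an estimated correlation and the replicate block. All alternatives were set before the data were examined except the sum of 18 Y copies and the ratio to RpL32, which were chosen after seeing the data. Of 544 values, 516 kept their direction and their side of the threshold, or stayed within 1.5 times for a count. The values relative to RpL32 are counted among the 516 although they had no adjusted p. *Mst77F*, *Mst77Y-4*, *Mst77Y-7*, *Mst77Y-13*, the summed *Mst77Y* genes and *mod* kept direction and call under every alternative that gave a test. For the summed *Mst77Y* genes, the alternative that added *Mst77F* is mostly *Mst77F* and does not test the sum. The log2 fold change of *Mst77F* ranged from 0.41 to 0.60 and that of the summed *Mst77Y* genes from 0.51 to 0.73. Their lowest values, 0.41 (standard error 0.18) and 0.51 (standard error 0.22), were those relative to RpL32, and at these standard errors an unchanged ratio stays open. The highest sum, 0.73, was that of all 18 Y copies.

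The replicate block moved the genes called from 4547 to 6409, those higher in the mutant from 2044 to 3122 and those lower from 2503 to 3287, and brought *Fib* past the threshold, at a log2 fold change of 0.33 (adjusted p = 0.00969 against 0.0504 without the block, edgeR). The block changed no other call among these genes and the 12 gene sets. *Fib* also passed under DESeq2 (0.33), DESeq2 with ashr shrinkage (0.28) and lane 1 only (0.36); its adjusted p ranged from 0.00969 to 0.146 over the alternatives. *Mst77Y-9* no longer passed in lane 1 only (0.55), lane 2 only (0.54) or lane 3 only (0.51), where its counts are a part of an already low total. It also no longer passed without control replicate 1 (adjusted p = 0.087), 2 (0.0539) or 3 (0.0896) or mutant replicate 2 (0.11, edgeR). The 6 fits that each left out one replicate gave *Mst77Y-9* between 0.46 and 0.59. The other causes were not tested.

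The number of genes called ranged from 2611 to 5895 across the 6 fits that each left out one replicate, those higher from 919 to 2791, those lower from 1692 to 3104 and those changed at least 2-fold from 1475 to 1793. Leaving out mutant replicate 2 gave 2611 genes and leaving out control replicate 3 gave 2754, from 4547; the cause was not tested. The genes higher fell to 1217, 1202, 1058 and 919 without control replicate 1, 2 or 3 or mutant replicate 2. Scaling to total counts alone called 1551 higher and 2749 lower, 36.1% higher against 45% with TMM. *Fib* ranged from 0.25 to 0.39 across the fits that left out one replicate.

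*Prtl99C* had no call in any alternative and its sign was not stable: from -0.10 to 0.06 across the fits that left out one replicate, with 0.06 without control replicate 2 and 0.05 without mutant replicate 1. *betaTub85D* turned to -0.012 with total counts alone. Camera with an estimated correlation called 0 gene sets in place of 3. Among the single sets, 5 tests became weaker and 1, the meiotic arrest genes under fry, stronger. Genes with few counts were not tested under the filter of at least 10 counts in every sample, so it gives no value for Cp7Fb, lncRNA:CR44750, CR43186, RabX2, Syt12, lncRNA:CR43950 and lncRNA:CR43949. Cp7Fb, lncRNA:CR44750 and CR43186 had no value in the fits without a mutant replicate, Syt12 none in those without a control replicate and *Mst77Y-8Psi* none in lane 1 or lane 2 only, because too few samples then passed the filter. The 5 *Mst77Y* copies that did not pass had few counts, and their log2 fold changes had standard errors between 0.18 and 0.38, against 0.070 to 0.14 for the 13 that passed.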

Differences from the paper's values

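No fold change differed from the paper's by more than 1.5 times. That limit is wide beside the folds below, and both sets of values come from the same libraries. The paper's Fig. S9A gives about 1.5 for *Mst77F*, about 1.5 for *Mst77Y-4*, about 1.6 for *Mst77Y-7* and about 1.7 for *Mst77Y-13*, read by eye, and the values here were 1.48, 1.49, 1.64 and 1.74.

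The paper's Fig. S4B lists *Mst77Y-4* among the copies for which earlier studies detected no transcript by qRT-PCR. In the counts here it had 2803 ± 89.2 normalized counts in control (SD, n = 3), to which reads of other copies can add.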

Other observations

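The tests of explanations below were chosen after the values were seen, except the comparison of noncoding with protein-coding genes of the same abundance. The edgeR tests of single genes and the camera tests of gene sets were planned beforehand, and the test of *Mst35Ba* and *Mst35Bb* summed was not.

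Strong changes were spread unevenly over the chromosomes. Of the 44 genes that fell at least 16-fold, 72.7% lay on chromosome 3, against 28.3% of the 46 that rose as much and 44.1% of all genes tested. Among genes changed 2- to 16-fold, 54% of 1224 falls and 33.3% of 439 rises lay on chromosome 3 (odds ratio 2.35, over genes, which are not independent). These genes are not an independent test, since all genes changed at least 2-fold had been looked at before. A candidate explanation is the genotype itself: *modulo* lies on chromosome 3, the mutant has 2 different *modulo* chromosomes and the control 1 of them with a wild-type one, so sequence variants on the other chromosome would change with the genotype. Such variants and an effect of Modulo on single genes cannot be told apart here, because the third chromosomes differ with the genotype.

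*Mst35Ba* and *Mst35Bb*, adjacent paralogs whose counts include divided read pairs, changed in opposite directions. *Mst35Ba* rose by a log2 fold change of 0.88 (adjusted p = 0.00261, edgeR) and *Mst35Bb* changed by -0.75 (adjusted p = 0.00269, edgeR). Their sum changed by -0.11 (adjusted p = 0.515, edgeR), from 93667 ± 8832 to 86769 ± 9801 normalized counts (SD, n = 3). A candidate explanation is that reads of one copy were counted on the other, for example through a sequence variant, and a change of both genes would also give these values. *Tpl94D*, a transition protein gene, had a log2 fold change of -0.81 (adjusted p = 0.00125, edgeR), and *Prtl99C* of -0.02 (adjusted p = 0.909, edgeR).

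For the *Mst77* genes, 2 technical explanations were weighed. If a constant share of the reads of *Mst77F* counted on the Y copies made their whole rise, the ratio of the copies to *Mst77F* would not rise: it would be the same in both genotypes if the copies had no reads of their own, and lower in the mutant if they had reads of their own that did not change. The log2 ratio of the 18 copies to *Mst77F* changed by 0.13, 0.16 and 0.19 in the 3 pairs of same-numbered replicates, a mean of 0.16 (standard error 0.019, 95% interval from 0.076 to 0.24). If the numbers do pair the samples, this argues against a constant share as the whole cause for the 18 copies together. Without the pairing the standard error was 0.063 and the interval, from -0.017 to 0.34, includes no change (exact permutation p = 0.1, the smallest possible with 3 against 3), and a sign-flip test of 3 pairs cannot give a p below 0.25. Of the 13 copies with an adjusted p under 0.05, 12 rose more than *Mst77F*. Since the copies can share reads, they are not independent. The ratio to *Mst77F* rose in every pair for 10, with an interval above 0 for 6. Among the copies of Fig. S9A, *Mst77Y-13* was one of these 6 (0.23, standard error 0.023), and its interval without the pairing, from 0.11 to 0.35, also lay above 0. For the 5 named genes summed (0.098, standard error 0.025), *Mst77Y-7* (0.15, standard error 0.047) and *Mst77Y-4* (0.0082, standard error 0.011), whose intervals include no change, a rise of the copies themselves and reads of *Mst77F* cannot be told apart. A copy whose own reads rose as much as those of *Mst77F* would keep the ratio unchanged. If its own reads did not change, an unchanged ratio would need nearly all reads on it to be those of *Mst77F*. How many are was not measured. Reads of *Mst77F* as a part of the rise, or a variant of *Mst77F* in 1 genotype that sends more of its reads to the Y copies, stay open for all of them. In the other direction, a pair divided among positions gives *Mst77F* no more than it gives the Y copies, and the rise of the 18 copies was 20.1% of the rise of *Mst77F* in normalized counts, too small to make it. An equal rise of all Y-linked genes is not what the values show. The ratio of the 18 copies to 12 single-copy Y-linked genes rose by 0.71 (standard error 0.181, exact permutation p = 0.1). Those 12 genes had a mean log2 fold change of 0.048, with 0 called higher. The 69 tested Y-linked genes, which include the 18 copies, had a median of 0.38, the highest of any chromosome arm. A smaller rise of other Y-linked genes therefore stays open.

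RpL32, the gene called Rp49 to which the qRT-PCR values were normalized, had a log2 fold change of 0.17 (adjusted p = 0.543, edgeR), and its normalized counts ran from 8541 to 11644 in control and from 8596 to 13773 in the mutant. Relative to RpL32, the log2 fold change of *Mst77F* was 0.41 (standard error 0.18, exact permutation p = 0.1, the smallest possible with 3 against 3). At that standard error an unchanged ratio stays open. The ratio was 36.8 in mutant replicate 1, 26.8 in mutant replicate 2 and 25.1 in mutant replicate 3. In control it ran from 20.3 to 23.9. The size of the rise relative to RpL32 therefore leans on mutant replicate 1.

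Long noncoding RNA genes were more often lower than higher. Of 1728 tested, 684 were lower and 223 higher, with a median log2 fold change of -0.30, which stayed at -0.30 with DESeq2 size factors and was -0.36 with total counts alone. Protein-coding genes of the same abundance had a median of -0.060 over 10000 matched lists, and 0 of the lists had a median as low, so low abundance alone does not account for it. The genotype, and changes in cell composition, stay open.

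The remaining gene sets gave no call under camera, and their adjusted p over the 12 sets was 0.482 for protamine and transition protein, 0.57 for single-copy Y-linked, 0.656 for post-meiotic, 0.188 for meiotic arrest, 0.624 for early germline, 0.482 for somatic, 0.482 for accessory gland, 0.482 for poly(A) tail machinery and 0.517 for histone genes. The median of the accessory gland genes was 1.01 in limma and -0.35 in edgeR, so its sign depends on the tool, and in limma it was -1.08 without control replicate 2, which had 4129 counts on these genes against 39552 and 27168 in the other control replicates.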
